# Transcriptomic Characterization of a Synergistic Genetic Interaction during Carpel Margin Meristem Development in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0026231

**Published:** 2011-10-21

**Authors:** April N. Wynn, Elizabeth E. Rueschhoff, Robert G. Franks

## Abstract

In flowering plants the gynoecium is the female reproductive structure. In *Arabidopsis thaliana* ovules initiate within the developing gynoecium from meristematic tissue located along the margins of the floral carpels. When fertilized the ovules will develop into seeds. *SEUSS* (*SEU*) and *AINTEGUMENTA* (*ANT*) encode transcriptional regulators that are critical for the proper formation of ovules from the carpel margin meristem (CMM). The synergistic loss of ovule initiation observed in the *seu ant* double mutant suggests that *SEU* and *ANT* share overlapping functions during CMM development. However the molecular mechanism underlying this synergistic interaction is unknown. Using the ATH1 transcriptomics platform we identified transcripts that were differentially expressed in *seu ant* double mutant relative to wild type and single mutant gynoecia. In particular we sought to identify transcripts whose expression was dependent on the coordinated activities of the *SEU* and *ANT* gene products. Our analysis identifies a diverse set of transcripts that display altered expression in the *seu ant* double mutant tissues. The analysis of overrepresented Gene Ontology classifications suggests a preponderance of transcriptional regulators including multiple members of the *REPRODUCTIVE MERISTEMS* (*REM)* and *GROWTH-REGULATING FACTOR* (*GRF)* families are mis-regulated in the *seu ant* gynoecia. Our *in situ* hybridization analyses indicate that many of these genes are preferentially expressed within the developing CMM. This study is the first step toward a detailed description of the transcriptional regulatory hierarchies that control the development of the CMM and ovule initiation. Understanding the regulatory hierarchy controlled by *SEU* and *ANT* will clarify the molecular mechanism of the functional redundancy of these two genes and illuminate the developmental and molecular events required for CMM development and ovule initiation.

## Introduction

In both gymnosperms and angiosperms, ovules are critical for reproductive competence. Ovules contain the female gametophyte and thus the egg cell. Additionally, upon fertilization the ovules develop into the seeds that nurture and protect the developing embryos. In *Arabidopsis thaliana*, two rows of ovules develop from a ridge of meristematic tissue on the inner surface of the seed pod or gynoecium. Within the developing ovule primordia, much is known about molecular patterning events along the proximal to distal axis and the mechanisms of integument development [1], [2], [3]. Also dramatic progress has been made with respect to understanding the subsequent development of the female gametophyte within the maturing ovule [4], [5], [6]. However, considerably less is known about the earliest steps in ovule development: the mechanisms of ovule initiation, and in the establishment and maintenance of the meristematic tissues of the carpel margin meristem (CMM) that generate the ovule primordia.

Gynoecial development in Arabidopsis initiates at stage 6 of floral development (floral stages according to Smyth; [7]). The gynoecial primordium is first morphologically recognizable as a dome or mound of cells, oval in cross section, that forms from the cells of the central most portion of floral meristem (i.e. floral whorl 4). During stage 6 the different spatial domains of the gynoecial tube are already discernable based on the differential expression of genes within the medial portion of the gynoecium versus the lateral domains, as well as along the inner to outer (adaxial to abaxial) axis [8], [9], [10] (Fig. 1A). During floral stages 6 and 7 the proliferation of cells along the perimeter of the gynoecial dome leads to the formation of a tube-shaped structure (Fig. 1B).

**Figure 1:**
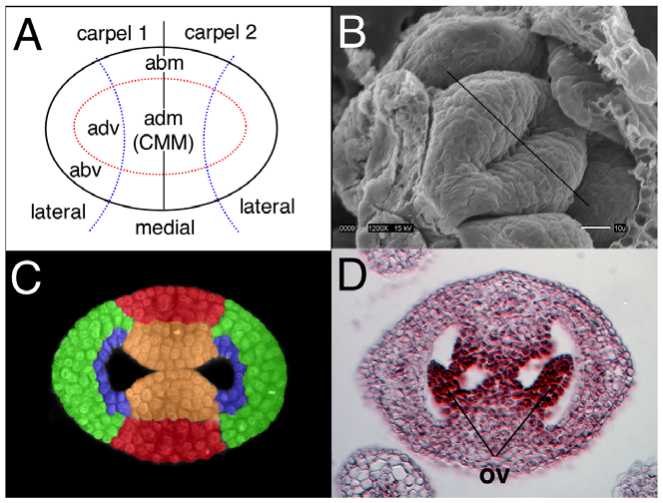
Spatial domains of the developing Arabidopsis gynoecium. A) Diagrammatic representation of the Arabidopsis gynoecial primordia at stage 6. Blue dotted arcs separate the lateral domains from the medial domain. The medial domain represents the fused margins of the two component carpels. The red dotted oval separates abaxial (outer) positions from adaxial (inner) positions. adm - adaxial margin; abm - abaxial margin; adv - adaxial valve; abv - abaxial valve, CMM - carpel margin meristem. B) Scanning electron micrograph of stage 6 gynoecial primordium. Medial plane is marked with a black line. C) False colored confocal cross section of a stage 8 gynoecium. Gynoecial domains have been colored with approximation. orange - carpel margin meristem/medial ridge; red - abaxial margin/replum; blue - adaxial valve; green - abaxial valve. D) Histological cross section of a stage 11 Arabidopsis gynoecium. Ovules (ov) are indicated.

The single gynoecium primordium likely represents a composite of two congenitally-fused carpel organs in a phylogenetic sense (Fig. 1A) [8], [11]. In this scenario, the medial portions of the gynoecium represent the fused margins of the two component carpels. The adaxial portions of the medial/marginal domain maintain meristematic potential throughout the elongation of the gynoecial tube and these regions have been termed carpel margin meristems (CMMs) [12], [13], [14]. Each Arabidopsis gynoecium contains two CMMs that are positioned within the adaxial portions of the medial domain of the gynoecium. During floral stages 7 and 8 the CMM takes the shape of a ridge of tissue (the medial ridge) that extends along the apical basal extent of the gynoecial tube (Fig. 1C). During mid to late stage 8 each CMM gives rise to two rows of ovule primordia from the peripheral portions of the meristematic ridge (Fig. 1D). Later, the CMM also gives rise to the gynoecial septum and transmitting tract and likely generates portions of the stigmatic and stylar tissues. A variety of data suggests that the proper specification of adaxial and medial/marginal positional identities are important for the development of the CMM and subsequent ovule initiation [12], [15].

### *SEU* and *ANT* act synergistically during CMM development

A number of genes have been suggested to play a role in the maintenance of meristematic potential in the CMM and for the subsequent initiation of ovule primordia from the flanks of the CMM. While no single mutant has been reported to strongly disrupt ovule initiation, several higher order mutant combinations have been reported to disrupt the initiation of ovule primordia from the CMM [12], [13], [14], [16], [17], [18], [19], [20]. The *seuss aintegumenta* double mutant is one such genetic mutant combination [12]. The number of ovule primordia in the *seuss* (*seu*) single mutant is nearly wild type while the *aintegumenta* (*ant*) mutant conditions the loss of about 50% of the ovule primordia. Together the loss of both the *SEU* and *ANT* activities in the *seu ant* double results in the complete loss of ovule initiation, indicating a synergistic genetic interaction and suggesting a degree of overlapping function for *SEU* and *ANT* during CMM development.

*SEU* and *ANT* both encode transcriptional regulators [21], [22], [23]. *ANT* encodes an *AP2*-type DNA binding transcription factor that is expressed in all lateral organ primordia (leaves, floral organs, ovules) [22], [23]. Within the context of early gynoecial development, *ANT* is expressed throughout the stage 6 gynoecial mound with a higher level of expression within the adaxial core (central portions) [12], [23]. At late stage 7 and early stage 8 expression of *ANT* is strong in the ovule anlagen and early ovule primordia as they arise. *ANT* activity during primordium development supports organ growth by maintaining the developmental period during which cell growth and cell divisions occur [24], [25]. *ANT* has also been shown to contribute to proper specification of floral organ identity and polarity specification [18], [26], [27]. While direct targets of *ANT* regulation have not yet been published, *PHB* and cyclinD3 have been shown genetically to be downstream of *ANT* regulation [12], [18], [24], [28] further supporting a role for *ANT* in organ polarity specification and regulation of cellular proliferation and/or organ growth.

*SEU* encodes a transcriptional adaptor protein that is expressed widely throughout the plant [12], [21]. *SEU* does not have a specific DNA binding activity but rather complexes with sequence specific DNA binding proteins in order to exert its effects on transcriptional regulation [29], [30]. The best-characterized functional role for SEU is in the repression of *AGAMOUS* (*AG*) expression during floral organ identity specification [21]. In this context SEU interacts with pairs of MADS-domain containing DNA transcription factors and recruits the transcriptional repressor LEUNIG to the second intron of the AG gene [29], [30], [31]. The binding of this complex is thought to bring about repression of *AG* transcription through the recruitment of histone deacetylase proteins [30], [32].

### Adaxial fate specification is compromised in the *seu ant* double mutant

A variety of experimental data suggest that the disruption of CMM development observed in the *seu ant* mutant is not conditioned simply by a de-repression of AG, but rather that *SEU* and *ANT* function to maintain or specify adaxial fate in the gynoecium and that this fate specification is critical for proper CMM development [12], [16], [19]. These studies demonstrated that expression levels of *PHABULOSA* (*PHB*) and *REVOLUTA* (*REV*) are reduced in the adaxial core of the stage 6 gynoecium in *seu ant* mutant plants. *PHB* and *REV* encode transcriptional regulators of the Homeodomain Leucine Zipper Class III type (HDZip-III) that are known to play a key role in the specification of adaxial identity in lateral organs [33], [34], [35], [36], [37], [38], [39], [40]. These genetic studies, however, were not able to determine if the effect of the loss of *SEU* and *ANT* activity on HDZip-III expression was due to a direct or indirect regulation of their expression or accumulation. Additionally the defects in ovule and CMM development observed in the *seu ant* double mutant were not rescued when *PHB* activity was replaced, suggesting that either that *PHB* could not substitute for the other HDZip-III family members or that gene functions in addition to HDZip-IIIs are required downstream of *SEU* and *ANT* for CMM development [12]. Synergistic disruptions of gynoecial and CMM development observed in the *ant rev* double mutant, but not in *ant phb* double mutant support the idea of a functional differentiation between the *PHB* and *REV* activities within the CMM [15]. The analysis of higher order mutants of the HDZip-III family members also suggests a diversification of functional roles within this gene family [40]. However these data do not exclude the possibility that there are a large number of additional gene regulation events critical for CMM development downstream of *SEU* and *ANT* that remain to be elucidated.

### Genetic analyses reveal a complex and highly redundant mechanism supporting CMM development

Although no single mutant has been identified that eliminates CMM development or ovule initiation, a number of double mutant or higher order mutant combinations condition a severe disruption of the CMM and CMM-derived tissues (e.g. ovules) [12], [16], [18], [19], [20], [27]. These data suggest that one or more redundant genetic programs support the development of the CMM. A portion of this resiliency is likely supported by the action of multiple members of structurally related genes families. Both *SEU* and *ANT* are members of gene families whose members have been shown to share redundant function [16], [27]. With respect to the CMM, the *SEUSS-LIKE* genes, *SLK1*, and *SLK2* genetically enhance the *ant* mutant phenotype with respect to ovule initiation defects [16]. Similarly the *ANT-LIKE* family member, *AIL6,* shares a critical redundant function with *ANT* as the *ant ail6* double mutants flowers display reduced medial domain development and initiate very few ovule primordia [27]. Other mutant combinations indicate instances of molecularly dissimilar molecules sharing overlapping functions during floral and CMM development. A redundant function shared between *ANT* and the *YABBY* family members *YAB1* and *YAB3* is suggested by the synergistic disruption of ovule initiation observed in the *ant yab1* and *ant yab1yab3* mutants [18]. Analysis of *ant shatterproof1 (shp1) shatterproof2 (shp2) crabs claw (crc)* mutants implicates the *SHP* MADS domain transcription factors in CMM development. These studies together highlight an important role for *ANT* function during CMM development and ovule initiation as well as reveal a high degree of functional redundancy within this tissue.

### A high degree of redundancy hinders genetic approaches to the study of the CMM

A number of key regulators of CMM development may be difficult to recover with standard forward genetic approaches due to a high degree of redundancy. Identifying genes that have specific patterns of spatial and temporal expression in the CMM would generate a set of candidate genes that could then be analyzed by reverse genetic approaches. In this paper we employ a transcriptomic profiling approach to identify sets of genes that are differentially expressed in the developing carpels of the *seu ant* double mutant. In particular we sought to identify transcripts whose expression was dependent on the coordinated activities of *SEU* and *ANT* gene products. We hoped to both identify novel regulators of CMM development and to examine the molecular mechanism of the functional redundancy of *SEU* and *ANT* during CMM development. Our analysis identified a diverse set of transcripts that display altered expression in the *seu ant* double mutant tissues. Our *in situ* hybridization analyses indicate that many of these genes are preferentially expressed within the developing CMM. The analysis of overrepresented Gene Ontology classifications suggests a preponderance of transcriptional regulators including multiple members of the *REPRODUCTIVE MERISTEMS* (*REM)* and *GROWTH-REGULATING FACTOR* (*GRF)* families of transcriptional regulators are mis-regulated in the *seu ant* gynoecia. This study is the first step toward a detailed description of the transcriptional regulatory hierarchies that control the development of the CMM and ovule initiation.

## Results

### Transcriptomic analysis reveals putative targets of *SEU* and *ANT* regulation important for CMM development

In an effort to identify novel regulators of CMM development and ovule initiation we identified genes that are preferentially expressed within the CMM within the context of the gynoecium. Additionally we endeavored to prioritize genes whose expression is synergistically disrupted in the *seu ant* double mutant relative to either single mutant. We isolated RNA from staged (floral stages 8 through 10) and hand-dissected gynoecia to limit the developmental window of the sample to the period just before and then during ovule primordia initiation, the earliest steps of ovule development. This differentiates our work from that of the Gasser and Colombo groups that have focused on later ovule developmental stages when identifying ovule-specific transcripts [2], [41].

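Transcript levels were measured in hand-dissected gynoecia of floral stages 8 to 10 from Col-0 wild type, seu-3, ant-1 and seu-3 ant-1 double mutant plants. Each genotype had 4 biological samples, each a pool of 15 to 25 gynoecia hybridized to its own ATH1 array, which gave 16 arrays. SEU encodes a transcriptional co-regulator and ANT an AP2-type transcription factor, and seu-3 and ant-1 are mutant alleles of these genes. As a check of the labels, the SEU transcript fell by 1.72 on the log2 scale in seu (standard error 0.17, limma adjusted p = 0.000274) and by 1.82 in seu ant (standard error 0.17, limma adjusted p = 1.01e-05), while its change in ant was -0.12 (standard error 0.17, limma adjusted p = 0.773). The ANT probe set is not analysed here.
The authors' deposited values are MAS5 signal intensities on a linear scale. The 2% trimmed mean of each array lay between 494.8 and 496.0, so the arrays had been scaled to a common level, and these are not the log2 least-squares means of Table 1. The median signal per array was 179.2 to 188.6 in wild type, 167.7 to 187.9 in seu, 153.1 to 173.6 in ant and 167.4 to 177.7 in seu ant. Scale and direction are thus known, and no centring beyond the common trimmed mean was found. Signals under 16 were set to 16, which applied to 20.0% to 24.4% of the probe sets of an array, and log2 was taken. A probe set at this floor on all 4 arrays of a genotype has only a bound there. The model in limma had 1 mean per genotype over all 16 arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference over 0.35, the size that the methods state. Of the 22746 probe sets tested, 13779 are paired here with 1 gene, through the platform annotation or Table S14, and 8967 are not; the platform annotation pairs 503 with several genes. Pearson correlations between arrays of the same genotype ranged from 0.972 to 0.986, and no pair of arrays was identical. The number of arrays limits the precision.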

We utilized the Arabidopsis ATH1 Gene Chip (Affymetrix) to compare transcript levels between four different genotypes (Col-0, *seu-3, ant-1,* and *seu-3 ant-1* double mutant). We first analyzed mRNA accumulation in each single mutant relative to the Col-0 wild type gynoecial samples. To identify transcripts whose steady-state levels were altered in the single mutants relative to wild type, we utilized a 1-way ANOVA and identified probe sets (transcripts) that displayed a statistically significant difference in accumulation by the genotype term. This analysis identified 120 under-expressed and 200 over-expressed transcripts in the *seu* single mutant and 219 under-expressed and 241 over-expressed transcripts in the *ant* single mutant (Tables S1, S2, S3, S4) Throughout this manuscript we refer to transcripts that display a differential steady state level of accumulation in a given sample as differentially “expressed” with the caveat that we are measuring steady state levels and cannot differentiate transcriptional from post-transcriptional effects on RNA accumulation with these approaches.

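In seu gynoecia, BAM5, a beta-amylase, rose by 4.76 on the log2 scale (standard error 0.24, n = 4 arrays per genotype, limma adjusted p = 7.72e-07), the largest rise among the genes named here. SCPL32, a serine carboxypeptidase-like gene, rose by 3.07 (standard error 0.19) and JMT, a jasmonic acid methyltransferase, by 2.49 (standard error 0.45). The largest falls were in AT3G25670 with -2.83 (standard error 0.29), AT4G35070 with -2.64 (standard error 0.36) and ZW9 with -2.54 (standard error 0.37). REM22, a B3 family gene, fell by 2.10 (standard error 0.39) and NUB, a regulator of organ growth, decreased by 1.49 (standard error 0.24). All 5 measured genes of the IQ67-domain list, which code for calmodulin-binding proteins, fell, among them IQD27 with -1.50 (standard error 0.25). All 5 also fell when adjusted over the list alone. The genes of this list had been found lower in seu ant by the study on these samples, so they are not independent evidence of its direction. The set test of the IQ67 list gave camera adjusted p = 2.94e-10 in seu (adjusted p = 0.000217 with an estimated correlation), and 0.0314 for non-additivity (adjusted p = 0.0741 with an estimated correlation).
In all, 208 probe sets were lower and 290 higher in seu than in wild type, and 690 were lower and 430 higher in ant. When each array was centred on its median, the split became 130 lower and 412 higher in seu, and 314 lower and 1233 higher in ant. With quantile normalization, 471 were lower and 479 higher in ant. Without 1 of the 16 arrays, the counts ranged from 112 to 223 lower and 162 to 306 higher in seu, and from 313 to 781 lower and 214 to 448 higher in ant.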

Over-represented GO categories for the genes displaying reduced expression in *seu* are reported in Table S5 and include “sequence specific DNA-binding transcription factor activity” (GO:0003700) and “leaf development” (GO:0048366). For genes that are over-expressed in the *seu* single mutant the over represented GO categories are reported in Table S6. 

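In ant gynoecia, DYL1, a dormancy- and auxin-associated gene, fell by 3.51 on the log2 scale (standard error 0.73, n = 4 arrays per genotype, limma adjusted p = 0.0171). ZW9 fell by 3.18 (standard error 0.37), with 2 of 4 ant arrays at the floor, so its fall could be larger. CCL decreased by 2.42 (standard error 0.46), TBL36 decreased by 2.26 (standard error 0.20) and AT3G56360 decreased by 2.25 (standard error 0.18). Among the transcriptional regulators, VDD fell by 1.55 (standard error 0.15), YAB3, which promotes abaxial fate, fell by 1.63 (standard error 0.38), REM1 fell by 1.43 (standard error 0.29) and NUB fell by 1.32 (standard error 0.24). Of the 24 measured genes of the REM subfamily, 3 fell, 2 rose and 19 did not pass the test (3 lower and 2 higher when adjusted over the list alone). The list as a whole did not pass the set test (camera adjusted p = 0.729).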

Over represented GO categories for the genes under-expressed in *ant single* are reported in Table S7 and include “sequence specific DNA-binding transcription factor activity” (GO:0003700) and “flower development” (GO:0009908). Over represented GO categories for the genes over-expressed in *ant* single are reported in Table S8.

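The largest rise in ant among the genes named here was in AT1G75890, with a log2 change of 2.37 (standard error 0.50, n = 4 arrays per genotype, limma adjusted p = 0.0183). AT1G29660 rose by 2.32 (standard error 0.39), BAM5 by 2.11 (standard error 0.24) and MSRB9, a methionine sulfoxide reductase, by 1.88 (standard error 0.47). AT1G75890 and AT1G29660 each had 1 of 4 wild-type arrays at the floor. ALC, a bHLH gene of the fruit margin, rose by 0.66 (standard error 0.09), and YUC2, an auxin synthesis gene, by 1.08 (standard error 0.28). OLEO3, an oleosin, rose by 1.59 (standard error 0.36). Between the single mutants, 54 probe sets were lower in both and 88 were higher in both, where independent lists would share 6.31 and 5.48. Both comparisons use the same wild-type arrays, which this expectation leaves out, so no excess is read from it. In 20 simulations of unchanged genotypes against the shared wild-type arrays, no probe set was called in both (0 lower and 0 higher). Few probe sets are called at all without effects, so this sets no expectation for lists of this length.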

As the *seu ant* double mutant fails to initiate ovule primordia, we reasoned that genes critical for the earliest steps of ovule initiation would display reduced expression in the *seu ant* double mutant gynoecia, relative to either single mutant or the wild-type tissues. To identify transcripts that are differentially expressed in the *seu ant* double mutant relative to the other genotypes, we utilized two statistical approaches. For Approach I we used a 1-way ANOVA to identify probe sets for which the mean expression level was significantly different in the double mutant relative to the overall expression mean: 210 transcripts displayed reduced accumulation (Table S9) and 128 displayed elevated accumulation in the double mutant using this analysis approach (Table S10). 

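AT5G17080, a cathepsin-related gene, fell by 5.70 on the log2 scale in seu ant against wild type (standard error 0.34, n = 4 arrays per genotype, limma adjusted p = 4.73e-07). AT4G35070 fell by 4.45 (standard error 0.36), AT3G25670 decreased by 4.02 (standard error 0.29) and ARD3 decreased by 3.96 (standard error 0.62). In the other direction, BAM5 rose by 6.51 (standard error 0.24, limma adjusted p = 1.42e-08), JAL23 by 5.21 (standard error 0.68) and SWEET10, a sugar transporter, by 4.61 (standard error 0.54). BSMT1, a methyltransferase of benzoic and salicylic acid, was at the floor on all 4 wild-type arrays and at least 49.8-fold higher in seu ant. LCR72 was at the floor on all 4 seu ant arrays and at least 13.9-fold lower there (standard error 1.08 on the log2 scale, limma adjusted p = 0.0224), with a standard deviation of 1.79 between its wild-type arrays.
Against the mean of the 4 genotypes, 1488 probe sets were lower and 1843 higher in seu ant. Against wild type alone, 2597 were lower and 1887 higher (1737 and 2255 with each array centred on its median). When a probe set had to differ from each of the other 3 genotypes, 806 were lower and 757 higher.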

In the set of genes with reduced accumulation in the *seu ant* double mutant statistically enriched GO categories included “transcription factor activity”, “ad/abaxial polarity specification”, “flower development”, and “transmembrane receptor protein kinase activity” (Table S11). 

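Several groups of developmental regulators held genes that fell in seu ant against wild type. Of the 4 NGATHA genes, which act in style development, 3 fell, with NGA2 at a log2 change of -2.49 (standard error 0.25) and NGA3 at -1.68 (standard error 0.25, n = 4 arrays per genotype, limma adjusted p = 0.000376). NGA4 had a change of -0.18 (standard error 0.39). PHV, an HD-ZIP III gene of adaxial fate, fell by 1.46 (standard error 0.16), and KAN3, of the abaxial KANADI group, fell by 0.79 (standard error 0.23), while KAN2 had a change of -0.18 (standard error 0.08). Of 5 measured regulators of the gynoecium and meristem, 3 fell, 1 rose and 1 did not pass the test (3 lower and 1 higher when adjusted over the list alone): SPT, a bHLH gene of carpel margin tissue, fell by 1.38 (standard error 0.19) and ALC rose by 1.29 (standard error 0.09). As a set these 5 did not pass (camera adjusted p = 0.345). ARR15, a cytokinin response regulator, fell by 3.79 (standard error 0.43). Both measured DNA replication genes fell, PRL decreased by 0.99 (standard error 0.13) and ICU2 decreased by 0.92 (standard error 0.18).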

The GO terms that were significantly enriched in the gene set with elevated accumulation are presented in Table S12.

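Of 4 measured genes of cold, desiccation and abscisic acid response, 3 rose in seu ant (3 when adjusted over the list alone). COR15A, a chloroplast stromal protective protein, rose by 3.40 on the log2 scale (standard error 0.59, n = 4 arrays per genotype, limma adjusted p = 0.00117), COR15B by 2.69 (standard error 0.25) and COR47 by 1.44 (standard error 0.40). LTI30, the fourth member, had a change of -0.22 (standard error 0.43). XTH32, a xyloglucan-modifying enzyme, rose by 2.28 (standard error 0.17), while XTH33 had -0.56 (standard error 0.47) and did not pass. Of 3 measured light-harvesting genes, LHCB4.3 rose by 2.10 (standard error 0.22), and LHCB4.2 with 0.48 (standard error 0.28) and LHCB4.1 with 0.29 (standard error 0.21) did not pass. The aquaporin TIP2;2 rose by 1.05 (standard error 0.27). SPCH, which starts the stomatal lineage, rose by 2.61 (standard error 0.42). FMA had 0.47 (standard error 0.41) and MUTE, at the floor on all 4 wild-type arrays, 0.39 (standard error 0.28), and neither passed. None of the 3 measured tapetum and pollen wall markers, AMS, MEE48 and AT5G07230, passed limma's test, with changes of 0.08, -0.08 and -0.49. Their signals were mostly at the floor, in wild type on 3, 3 and 1 of 4 arrays and in seu ant on 2, 4 and 3, so a change could hardly be seen.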

We focused our attention on the genes that displayed **reduced** expression within the *seu ant* double mutant because: 1) over-represented GO terms suggest a role for this gene set in transcriptional regulation and relevant developmental processes, and 2) the reduced accumulation of these transcripts in the *seu ant* double mutant suggests that they may be preferentially expressed in the CMM in the wild-type gynoecium and, thus, are candidates for novel regulators of CMM development.

### Analytical Approach II yields 31 high-priority putative CMM regulators

To further identify genes exhibiting reduced expression in the *seu ant* double mutant we used a second analytical approach (Approach II) comprised of two steps. We first selected probe sets for which the mean expression was significantly lower in the *seu* or *ant* single mutant relative to wild type (The union of the genes sets reported in Tables S3 and S4). As the *seu-3* and *ant-1* single mutants display very minor morphological disruptions in stage 8 and 9 gynoecia, we reasoned that transcripts displaying reduced accumulation in the single mutants would not simply reflect a morphological loss of CMM tissue in these samples, but might be more likely to reflect a reduction in the level of transcription of a given gene in the mutant. We then applied a second selection criterion such that we additionally required that the transcript abundance in *seu-3 ant-1* double mutant gynoecia be lower than an expected value that was estimated via an additive model using the data from each single mutant. This was done with the JMP Genomics estimate builder with a significance cutoff of alpha <0.05. 

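The additive expectation was tested as the log2 difference seu ant minus seu minus ant plus wild type. AT5G17080 had a value of -4.60 (standard error 0.49, n = 4 arrays per genotype, limma adjusted p = 0.00117). ARR15 had -2.60 (standard error 0.60), YUC4, an auxin synthesis gene, -1.91 (standard error 0.30) and AT5G66940 -2.29 (standard error 0.35). SCPL32 had -3.74 (standard error 0.26), but it was not below wild type in seu ant. Its log2 change was 3.07 in seu, 1.13 in ant and 0.46 in seu ant, so its value reflects rises in the single mutants that did not add up. Above the expectation lay COR15A with 4.12 (standard error 0.84), AT1G11850 with 3.86 (standard error 0.68) and CCL with 3.22 (standard error 0.66). At an unadjusted p under 0.05, 2287 probe sets were lower and 2358 higher than additive, where chance alone gives about 569 in each direction; at an adjusted p under 0.05 they were 531 and 632. With each array centred on its median, 3755 were lower and 1548 higher at the unadjusted p.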

By using these selection criteria, we hoped to enrich for genes that were synergistically reduced in expression in the *seu-3 ant-1* double mutant and that might uncover the molecular basis of the synergistic phenotypic enhancement in the *seu ant* double mutant.

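The transcript of YAB3 had a log2 change of -1.11 in seu (standard error 0.38, not called), -1.63 in ant and -5.11 in seu ant (standard error 0.38, n = 4 arrays per genotype, limma adjusted p = 2.48e-06), with 1 of the 4 seu ant arrays at the floor. REM22 changed by -2.10 in seu, -0.38 in ant and -4.78 in seu ant (standard error 0.39), and VDD by -0.15, -1.55 and -3.52 (standard error 0.15). AT1G68780, a leucine-rich repeat gene, changed by -1.15 in seu, -0.41 in ant and -3.93 in seu ant (standard error 0.22). Of the 31 genes of Table 1, 16 have a probe set named here, and each of these 16 was lower in seu ant than wild type and lower than additive at an unadjusted p under 0.05 (11 of them at an adjusted p under 0.05). The study chose these genes on the same samples, so this count is not independent evidence. In seu or ant, 9 of the 16 were called lower, and these 9 meet both criteria: VDD, EMS1, YAB3, REM1, REM22, NGA1, IQD18, AT1G68780 and AT1G03720.
Over all probe sets, 56 met both criteria, of which 30 name 1 gene. The count was 19 with the additive model on the linear scale and 20 with an adjusted p for non-additivity. Without 1 array it ranged from 29 to 69.

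**Figure D1:**
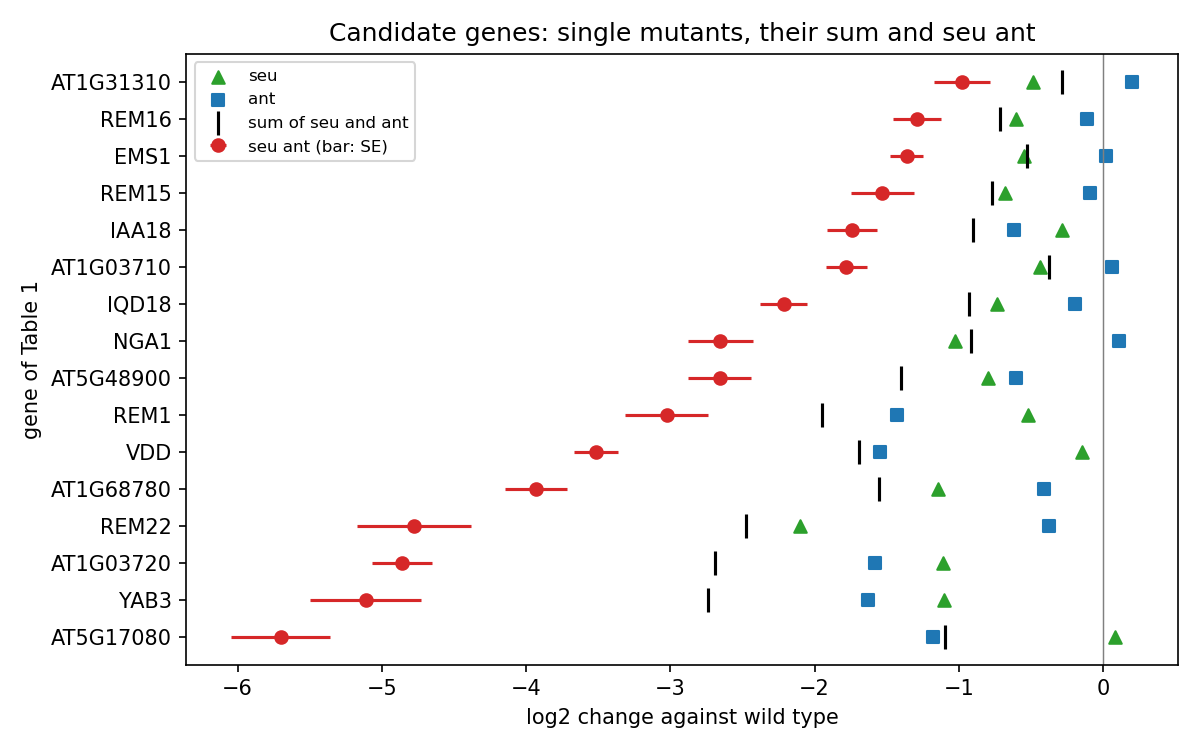
Log2 change against wild type of the 16 genes of Table 1 with a named probe set, in seu (triangles), ant (squares) and seu ant (circles, bars are the standard error, 4 arrays per genotype); vertical ticks mark the sum of the seu and ant changes. Each circle lies to the left of its tick, from -0.98 for AT1G31310 to -5.70 for AT5G17080.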

Approach II yielded just 31 candidate genes (Table 1). Hereafter referred to collectively as “Approach II candidate genes”. The majority (55%) of the Approach II candidate genes encode transcriptional regulators. Several observations suggest that many of these candidates are preferentially expressed in the developing carpel margin and are likely important regulators of CMM development that are downstream of *SEU* and *ANT* regulation. 

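IQD18, a calmodulin-binding protein gene, was lower in seu ant than wild type by a log2 change of -2.21 (standard error 0.16), EMS1, a receptor kinase, by -1.36 (standard error 0.12), and AT1G31310, with a myb-like domain, by -0.98 (standard error 0.19). REM15 had a change of -1.53 (standard error 0.22) and AT5G48900, a pectate lyase gene, -2.66 (standard error 0.22). All 16 candidates of Table 1 with a named probe set were also called lower in seu ant against the mean of the 4 genotypes, and 16 when adjusted over the list alone, in limma's test with 4 arrays per genotype. As a set they were lower in ant with camera adjusted p = 0.000754, which was not kept with an estimated correlation (adjusted p = 0.321), and lower in seu ant with 3.96e-22 (adjusted p = 0.00187 with an estimated correlation). The study chose them for this on the same arrays, so these set tests are not independent evidence. From the overlap between its approaches, earlier reports and its own in situ hybridizations, the paper proposes preferential expression of many candidates in the carpel margin. It proposes that these are likely regulators of the carpel margin meristem downstream of SEU and ANT.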

Firstly, twenty-eight of the thirty-one Approach II candidate genes were also found within the set of 210 genes showing significantly reduced accumulation in the double mutant as identified by Approach I. Secondly, 11 of the 31 genes have been previously shown to be expressed preferentially in the CMM or in CMM-derived tissues (e.g. ovules). These include *AT1G02800* (*ATCEL2*), *AT3G55560* (*AGF2*), *AT5g57720* (*REM15*) *AT2g46870* (*NGA1*), *AT1G68640* (*PAN*), *AT2G34710* (*PHB*), *AT4G37750* (*ANT*), *AT1G70560* (*TAA1*), *AT5G18000* (*VDD*), *AT3G17010* (*REM22*), and *AT4G31610* (*REM34* - previously *AtREM1*) [2], [12], [15], [22], [23], [40], [41], [42], [43], [44], [45], [46], [47], [48]. The expression levels of two of these (*PHB* and *TAA1*) has been previously shown to be reduced in *seu*, *ant* or *seu ant* mutant gynoecia [12], [15], [16]. Interestingly even though *SEU* and *ANT* have been implicated in the repression of *AG* in perianth organs, the levels of *AG* expression were not significantly different from wild type in the *seu* or *ant* single mutant gynoecial RNA samples (Table 3).

**Table 1:** Approach II Candidate Genes.

AGI	Gene Title	GO Category Transcriptional Regulator	B3 Family member	wt log2 Lsmean	*ant* log2 Lsmean	*seu* log2 Lsmean	*seu ant* log2 Lsmean	−log(10) P-value*
At2g46870	*NGATHA1-* B3 domain	*+*	+	8.42	8.52	7.85	7.17	5.06
At3g17010	*REM22* - B3 domain	*+*	+	10.03	9.80	8.60	7.37	2.98
At3g53310	*REM16* - B3 domain	*+*	+	11.09	11.00	10.50	9.93	1.58
At5g18000	*REM20, VERDANDI -* B3 domain	*+*	+	8.55	7.72	8.54	7.02	3.51
At5g57720	*REM15 -* B3 domain	*+*	+	9.45	9.48	8.97	8.45	2.01
At3g19184	*REM1* - B3 domain	*+*	+	8.59	7.77	8.37	7.08	1.65
At4g31610	*REM34 -*B3 domain	*+*	+	10.18	10.12	9.53	8.98	1.12
At4g24150	*AtGRF8, transcriptional regulator*	*+*		9.56	9.03	9.35	8.24	1.78
At1g31310	myb-like domain	+		9.64	9.71	9.22	8.86	1.84
At1g51950	*IAA18,* transcription factor	*+*		9.56	9.18	9.37	8.33	4.17
At1g68640	*PERIANTHIA,* DNA binding	*+*		9.82	9.04	9.31	8.09	1.22
At2g34710	*PHABULOSA*, transcription factor	*+*		9.49	9.21	8.95	8.24	2.90
At3g13960	*AtGRF5,* transcriptional regulator	*+*		9.21	9.30	8.25	7.84	1.61
At3g55560	*AGF2,* DNA-binding protein	*+*		8.47	8.00	8.22	7.26	2.18
At4g00180	*YABBY3*, transcription factor	*+*		9.27	8.38	8.64	7.05	2.50
At4g37750	*AINTEGUMENTA,* DNA binding	*+*		10.80	9.65	10.69	8.91	2.18
At5g61850	*LEAFY,* transcription factor	*+*		9.76	8.96	8.90	7.41	1.58
At1g02800	*ATCEL2,* Cellulase hydrolase			11.93	11.47	11.18	9.95	1.90
At1g68780	leucine-rich repeat family protein			8.41	8.26	7.74	6.87	5.94
At2g27880	*AGO5,* argonaute protein			10.19	9.65	9.98	8.94	2.01
At3g21560	*UGT84A2;* UDP-glycosyltransferase			9.73	9.71	8.87	8.37	1.38
At1g01110	*IQD18,* calmoduin binding			8.85	8.78	8.30	7.63	4.87
At1g03710	cystatin-related			10.19	10.16	9.78	8.81	4.06
At1g03720	cathepsin-related			9.00	8.16	8.41	7.05	2.34
At1g70560	*TAA1* - auxin synthesis			9.61	9.07	9.07	7.62	4.90
At1g73590	*PIN1,* auxin transporter			10.42	9.99	10.04	8.70	4.02
At2g21050	*LAX2* - auxin influx carrier			9.95	9.57	10.23	8.76	6.11
At4g25240	*SKS1* (*SKU5 SIMILAR 1*)			9.77	10.09	9.16	8.75	3.63
At5g07280	*EXCESS MICROSPOROCYTES1* kinase			10.47	10.54	10.03	9.42	4.56
At5g17080	cathepsin-related			9.42	8.56	9.53	6.81	6.34
At5g48900	pectate lyase family protein			8.68	8.39	8.22	7.50	2.01

*–log(10) of P-value returned by JMP Genomics estimate builder.

### qRT verification of candidates

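On the arrays, made from the same RNA samples as the qRT-PCR, VDD stood in seu ant at 8.73% of its wild-type level and AT1G68780 at 6.55% (n = 4 arrays per genotype). NGA1 stood at 15.9%, NGA2 at 17.8% and REM16 at 40.9%. The paper's qRT-PCR means in Table 2 correspond to 8.33% for VDD, 9.09% for AT1G68780, 9.09% for NGA1, 3.33% for NGA2 and 26.3% for REM16. Those means are normalized to APT1, which the array values are not. Except for REM16 they are printed to few digits, so their percentages are coarse. In seu, the array level of VDD was 90.2% of wild type (100% by the paper's qRT-PCR), that of NGA2 35.9% (33.3%), of REM16 65.8% (46.6%), of NGA1 49.1% (36.4%) and of AT1G68780 45.2% (36.4%). In ant, VDD stood at 34.3% (33.3%), NGA2 at 81.6% (66.7%), REM16 at 92.6% (77.6%), AT1G68780 at 75.3% (63.6%) and NGA1 at 108%, where the paper's qRT-PCR gives 81.8%. All 6 genes of Table 2 with a named probe set were called lower in seu ant by limma, and 6 when adjusted over the list alone, AT1G31310 included. As a set, also chosen by the study on these samples, they gave camera adjusted p = 3.93e-09 in seu ant (adjusted p = 0.00539 with an estimated correlation). The paper's qRT-PCR did not detect AT1G31310 in any genotype, so its fall on the arrays has no qRT-PCR value beside it.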

From this set of 31 genes that displayed reduced expression in the *seu ant* double mutant we have confirmed by qRT PCR nine out of ten genes tested (Table 2). We also confirmed an additional 7 of 7 genes that displayed increased expression in the *seu ant* double mutant (Table 3).

**Table 2:** qRT PCR verification of candidates under-expressed in the *seu ant* double mutant.

		wild type			*seu* mutants			*ant* mutants			*seu ant* double mutants		
Gene ID	Gene Name	expression mean*	standard error mean	Tukey HSD level§	expression mean*	standard error mean	Tukey HSD level§	expression mean*	standard error mean	Tukey HSD level§	expression mean*	standard error mean	Tukey HSD level§
At4g31610	*REM34*	0.43	0.03	A	0.25	0.04	B	0.33	0.01	AB	0.12	0.02	C
At2g46870	*NGA1*	0.11	0.01	A	0.04	0.003	C	0.09	0.004	B	0.01	0.001	D
At1g68640	*PAN*	0.16	0.02	A	0.08	0.003	B	0.06	0.005	BC	0.02	0.005	C
At1g31310	myb-domain	n.d.	-	-	n.d.	-	-	n.d.	-	-	n.d.	-	-
AT3G61970	*NGA2*	0.03	0.002	A	0.01	0.003	C	0.02	0.002	B	0.001	0.0002	C
At3g55560	*AGF2*	0.07	0.01	A	0.05	0.005	B	0.03	0.004	BC	0.01	0.002	C
At3g53310	*REM16*	15.78	0.91	A	7.35	0.41	C	12.25	0.60	B	4.15	0.67	D
At3g21560	*UGT84A2*	0.55	0.03	A	0.22	0.04	B	0.41	0.04	A	0.11	0.02	B
At5G18000	*VDD*	0.12	0.01	A	0.12	0.02	A	0.04	0.01	B	0.01	0.001	B
At1g68780	LRR type	0.11	0.01	A	0.04	0.00	C	0.07	0.01	B	0.01	0.001	D

*mean normalized expression [normalized to *ADENOSINE PHOSPHORIBOSYL TRANSFERASE1* (*At1g27450*)].

§Tukey honest statistical difference test level.

n.d. not detected.

**Table 3:** qRT PCR verification of candidates over-expressed in the *seu ant* double mutant

		wild type			*seu* mutants			*ant* mutants		*seu ant* double mutants			
Gene ID	Gene Name	expression mean*	standard error mean	Tukey HSD level§	expression mean*	standard error mean	Tukey HSD level§	expression mean*	standard error mean	Tukey HSD level§	expression mean*	standard error mean	Tukey HSD level§
At1g20450	*ERD10*	0.03	0.01	C	0.09	0.03	B	0.03	0.002	C	0.16	0.02	A
At2g15970	*COR413*	0.05	0.01	C	0.16	0.02	B	0.03	0.01	C	0.30	0.04	A
At1g26960	*ATHB23*	0.03	0.004	C	0.06	0.004	B	0.03	0.001	C	0.11	0.01	A
At2g33380	*RD20*	0.04	0.01	BC	0.08	0.005	B	0.02	0.003	C	0.15	0.03	A
At1g05850	*POM1*	0.40	0.04	B	0.42	0.01	B	0.35	0.03	B	0.66	0.07	A
At1g69780	*ATHB13*	0.23	0.04	BC	0.19	0.02	C	0.29	0.02	B	0.45	0.02	A
At3g11090	*LBD21*	0.03	0.004	B	0.04	0.003	B	0.02	0.003	B	0.08	0.01	A
		**wild type**			***seu*** ** mutants**			***ant*** ** mutants**		***seu ant*** ** double mutants**			
At4g18960^#^	*AG*	19.23	2.36	A	20.21	2.01	A	15.82	1.06	A	22.94	3.23	A

*mean normalized expression [normalized to *ADENOSINE PHOSPHORIBOSYL TRANSFERASE1* (*At1g27450*)].

§Tukey honest statistical difference test level.

# Expression level of *AG* was not statistically different across the four genotypes in data from the ATH1 arrays, nor as estimated with qRT PCR.

### *REM* family and *AtGRF* family transcriptional regulators are significantly over-represented in Approach II candidates

Surprisingly, seven out of the 31 Approach II candidate genes were members of the *B3* superfamily of transcription factors (Table 1) [49], [50]. This enrichment for genes encoding *B3* transcription factors within our sample is highly unlikely to have occurred by chance alone (p = 2.5×10^−10^ by hypergeometric probability test). 

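Of the 30 genes with a named probe set that met both Approach II criteria here, 5 belong to the B3 superfamily: NGA1, REM1, REM22, VDD and AT3G46770, a REM gene outside Table 1 that fell by 2.46 on the log2 scale in seu ant (standard error 0.23, n = 4 arrays per genotype, limma adjusted p = 1.1e-05). The background of 13624 named genes holds 30 B3 genes, so 0.0661 were expected (Fisher's exact test, one-sided, p = 5e-09). Those 30 are 24 REM, 5 RAV and 1 LAV genes. None of the 23 ARF genes is named here, so the superfamily as a whole was not tested. With the background limited to the 7679 genes above the 40th percentile of mean signal, 5 of 29 were B3 genes (Fisher's exact test, p = 1.04e-08). Among the 864 named genes lower in Approach I, 13 were B3 genes where 1.90 were expected (Fisher's exact test, p = 1.07e-08). With the additive model on the linear scale, Fisher's exact p was 0.0261. The paper concludes from the same arrays that the enrichment is unlikely to be due to chance. The tests here are therefore not independent evidence of it.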

The Arabidopsis *B3* superfamily consists of 118 genes all of which encode proteins containing one or more *B3*-type DNA binding domains. The *B3* superfamily is comprised of four sub-families: *REM (REPRODUCTIVE MERISTEM); LAV (LEAFY COTYLEDON2[LEC2]-ABSCISIC ACID INSENSITIVE3 [ABI3]-VAL); ARF(AUXIN RESPONSE FACTOR);* and *RAV(RELATED TO ABI3* and *VP1)*. Six of the seven *B3* regulators that were identified in our transcriptomics approach are from the *REM* subfamily for which there is little functional data. Four of these genes, *AT4G31610* (*REM34/AtREM1*), *AT5G18000* (*VDD*), *At5G57720* (*REM15*) and *AT3G17010* (*REM22*), have been previously reported to display CMM-enriched expression [41], [42], [43], [47], [51].

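Of the 24 measured genes of the REM subfamily, 11 fell in seu ant against wild type, none rose and 13 did not pass the test (11 lower when adjusted over the list alone). Those that fell include REM1 with a log2 change of -3.03 (standard error 0.29) and REM16 with -1.29 (standard error 0.16, n = 4 arrays per genotype, limma adjusted p = 0.00012). In seu, 4 fell and 20 did not pass the test (10 lower when adjusted over the list alone). The list's median log2 change in seu ant was -0.38, and its set test gave camera adjusted p = 3.21e-06 with the preset correlation (adjusted p = 0.0145 with an estimated correlation). Against the additive expectation, camera gave an adjusted p = 0.00169 with the preset correlation (adjusted p = 0.0807 with an estimated correlation). Of the 5 measured RAV genes, 3 fell in seu ant and 2 did not pass the test (3 lower when adjusted over the list alone), with camera adjusted p = 0.00342 (adjusted p = 0.0145 with an estimated correlation). These 3 are NGA1, NGA2 and NGA3 of the NGATHA group. The study chose NGA1, REM1, REM15, REM16, REM22 and VDD for Table 1 on the same arrays. The REM and RAV set tests are thus not independent evidence.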

The *GRF* family of genes is also overrepresented in the list of Approach II candidates (p = 6.9×10^−5^ by hypergeometric probability test). Members of the *GRF* family in *Arabidopsis* have been shown to regulate growth and development of leaves, cotyledons and floral organs [52], [53], [54]. Over expression of members of this gene family result in larger and wider leaves while *grf5* single mutants and *grf1,2,3* triple mutants display narrower leaves, suggesting a role in the regulation of cell proliferation within the medial to lateral axis of the leaf.

### Expression of several *REM* family genes marks the gynoecial medial domain

We used *in situ* hybridization to further characterize the temporal and spatial expression patterns of a number of the Approach II candidates during early gynoecial development. Although for several of these genes expression data from *in situ* hybridization experiments were previously published, these data did not examine the expression pattern of these genes in detail during gynoecial development. We specifically focused on the developing gynoecium and examined cross sections to determine the expression patterns within the medial versus lateral gynoecial domains. In some cases we also examined the expression in *seu, ant*, and *seu ant* double mutant tissues. Our results indicate that all six *REM* family members identified with Approach II analysis are expressed preferentially within the medial gynoecial domain with varying developmental profiles.

*At3G53310* (*REM16*) was previously reported in stamen primordia at stage 4 and carpel primordia at stage 6 [43]. We detected expression of *At3G53310* (*REM16*) weakly in the stage 1–4 floral primordia, chiefly in L1 layer and in peripheral portions of the floral meristem that will give rise to the sepal primordia (Fig. 2A). Expression is also detected in stamen and petal primordia as they arise at stage 4 and 5 (data not shown). Expression in the gynoecium is difficult to detect before early stage 7 when expression is observed in the abaxial portions of the medial gynoecial domain (Fig. 2B). Expression during stage 8 is seen in the medial domains and begins to be detected in both adaxial and abaxial portions. However expression is not observed in the L1 layer (Fig. 2C and G). The stage 8 medial domain expression appeared reduced in the *seu* single and the *seu ant* double mutant relative to wild type (Figs. 2D, E, F). In wild type tissue expression continues to be detected in the ovule primordia throughout stages 9 through 11 and is confined to subepidermal cell layers (Fig. 2I). During stage 7 and 8 expression in the stamens is detected mostly in the subepidermal cells from which archesporial and tapetal cells are derived (Fig. 2 C, H). During stage 9 expression is most strongly detected in the tapetal cells (Fig. 2 H). Expression within the stamen primordia also appeared to be reduced in the *seu* mutant tissues (Fig. 2D, K). Hybridizations with sense strand probes gave very little background staining (Fig. 2L).

**Figure 2:**
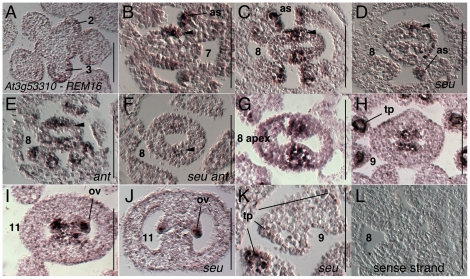
Results of *in situ* hybridization with *At3g53310* (*REM16*) antisense probe. Results of *in situ* hybridization with *At3g53310* (*REM16*) antisense probe (A–K) or with sense strand control probe (L). Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression; ov - ovule; as, archesporial precursors; tp, tapetum. All scale bars are 100 microns. All panels are Col-0 wild type tissue unless otherwise indicated.

Expression of *At4G31610* (*REM34/AtREM1*) in the inflorescence meristem and in floral stages 2–5 has been previously reported [42]. Franco-Zorrilla *et al.* also report expression of *AT4G31610* (*REM34/AtREM1*) is confined to gynoecial primordium from stage 6 onward and later expressed in the medial ridge, septum, style and stigma [42]. Our analysis of gynoecial expression patterns reveals that *At4G31610* (*REM34/AtREM1*) is expressed in the adaxial core of the stage 6 and stage 7 gynoecial primordia (Fig. 3C and D). During stage 7 and 8 expression is strongest at the apex of the gynoecium in the medial domain (Fig. 3E, G). During late stage 8 expression is detected in the ovule anlagen (Fig. 3H) while by stage 9 expression appears to be restricted to the cells that lie between the ovule primordia and are likely to be the progenitors of the gynoecial septum. Expression in the *seu ant* double mutant tissue appeared reduced in the gynoecial primordia during stages 6–10 but was similar to wild type during stage 2–3 (Fig. 3 A, B, J and L).

**Figure 3:**
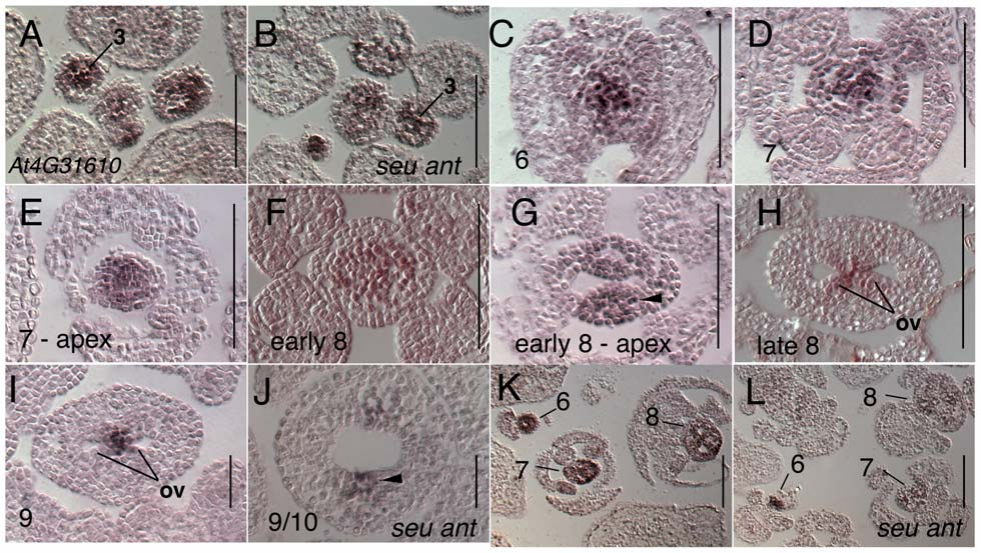
Results of *in situ* hybridization with *At4G31610* (*REM34/AtREM1)* antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression; ov - ovule. All scale bars are 100 microns. All panels are Col-0 wild type tissue unless otherwise indicated.

Expression of *AT5G18000* (*VDD*) was previously reported in inflorescence and floral meristems and in ovules, as well as within the developing female gametophyte [41]. Within the gynoecium we first observe expression of *VDD* at stage 7 when it is detected weakly throughout the primordium (Fig. 4A). Expression was stronger at the medial portions of the apex of the stage 7 and 8 gynoecial primordia relative to more basal positions (Fig. 4B, C). Expression continues in the apical medial domain into stage 10 (Fig. 4G). Expression is also detected in ovule primordia as they arise at stage 8 and continues throughout ovule development (Fig. 4E and data not shown) [41]. Expression in ovule primordia at stage 11 was strongest in the chalazal portions of the ovule. Expression in the *ant* single mutant tissue at this stage appeared reduced, suggesting that *ANT* may regulate the expression of *VDD* in the chalazal portions of the ovule. Strong expression was also detected in tapetal cells of the anther at stage 9 (Fig. 4H).

**Figure 4:**
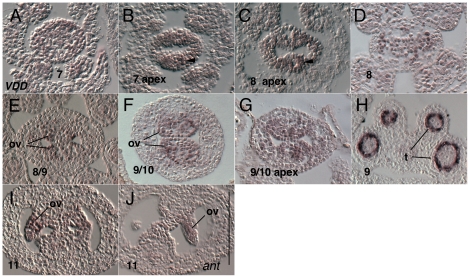
Results of *in situ* hybridization with *AT5G18000* (*VDD*) antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression; ov - ovule; t- tapetal cells. Scale bar in J represents 100 microns for all panels. All panels are Col-0 wild type tissue unless otherwise indicated.

Expression of *At3G17010 (REM22)* in stamen and carpel primordia has been previously reported [47], [51]. We first detected expression of *AT3G17010* starting at late stage 4 or early stage 5 in the stamen primordia as they arise (Fig. 5A). Within the gynoecium expression can be detected preferentially in the medial domain as early as stage 6 (Fig. 5B, C). *AT3G17010* continues to be preferentially expressed subepidermally within the medial domain through stage 8 (Fig. 5E, F) and is strongly detected in the medial domain at apical positions of the stage 8 gynoecium (Fig 5G). Expression is detected in the ovule primordia during stage 9 and 10 in subepidermal layers (Fig. 5H and data not shown).

**Figure 5:**
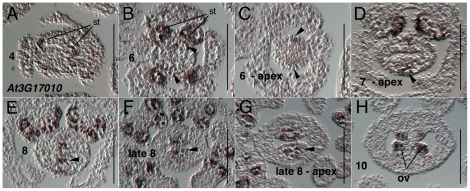
Results of *in situ* hybridization with *AT3G17010* (*REM22*) antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression; ov - ovule; st- stamen primordia. Scale bars in all panels are 100 microns. All panels are Col-0 wild type tissue. Oblique section in panel B skews apparent location of medial domain slightly.

The *AT3G19184* (*REM1*) transcript is detected throughout the inflorescence meristem and throughout stage 1–4 floral meristems (Fig. 6A). During stage 5 expression of *AT3G19184* (*REM1*) is strongest in stamen and petal primordia as they arise (data not shown). Expression is detected throughout stage 6 and 7 gynoecia (Fig. 6B). It is strongly detected at the apical regions of stage 7 gynoecia, particularly in medial positions (Fig. 6C). Expression in stage 8 gynoecia is strongest in ovule primordia as they arise. Expression in stage 7 stamen primordia is detected strongly in the precursors of the archesporial and tapetal cells (Fig. 6B, C) and is later expressed in microspores and tapetal cells during stage 9 (data not shown).

**Figure 6:**
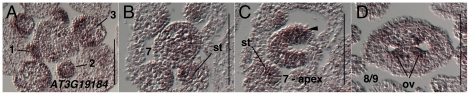
Results of *in situ* hybridization with *AT3G19184* (*REM1*) antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression. Section in panel B is located 8 microns below section in panel C. ov - ovule; st- stamen primordia. Scale bars in all panels are 100 microns. All panels are Col-0 wild type tissue.

Expression of *AT5G57720* (*REM15*) in stamen and carpel primordia was previously reported [43]. We first detect expression of *AT5G57720* during early stage 4 as a ring of expression that appears to mark whorl three positions just interior or adaxial to the sepal primordia (Fig. 7A). During stage 6 *AT5G57720* (*REM15*) is detected in the gynoecium in the medial domain, most strongly in abaxial positions (Fig. 7B). During stage 7 *AT5G57720* (*REM15*) is detected throughout the medial domain of the gynoecium (Fig. 7C) and continues to be detected in adaxial portions of the medial domain during stage 8 (Fig. 7 D and E). *AT5G57720* (*REM15*) is detected in ovule primordia as they arise during stage 8 (Fig. 7F) and continues to be expressed in the megaspore mother cell and in nucellar portions of the ovule through stage 12 (Fig. 7G and H). *AT5G57720* (*REM15*) is also detected strongly in stamen tapetal cells during stage 9 (data not shown).

**Figure 7:**
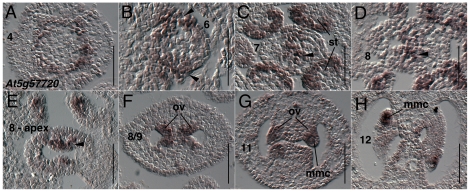
Results of *in situ* hybridization with *AT5G57720* (*REM15*) antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression. ov - ovule; st- stamen primordia; mmc - megaspore mother cell. Scale bars in all panels are 50 microns. All panels are Col-0 wild type tissue.

### Additional Approach II candidate genes are preferentially expressed within the medial gynoecial domain

*PERIANTHIA (PAN)* expression patterns have been previously published [44], [55]. *PAN* is detected strongly in the stage 6 gynoecial primordium within the medial domain (Fig. 8B). *PAN* expression continues to be expressed at declining levels within the medial domain throughout stage 7 and 8 (Fig. 8C, and E). Expression is again strongly detected at late stage 8 or early stage 9 in the early ovule primordia (Fig 8F). Expression of *PAN* in the *seu ant* double mutant appeared reduced within the stage 7 medial domain and later (Fig 8D). Additionally *PAN* was not detected in the *seu ant* stage 9 gynoecia (Fig 8G).

**Figure 8:**
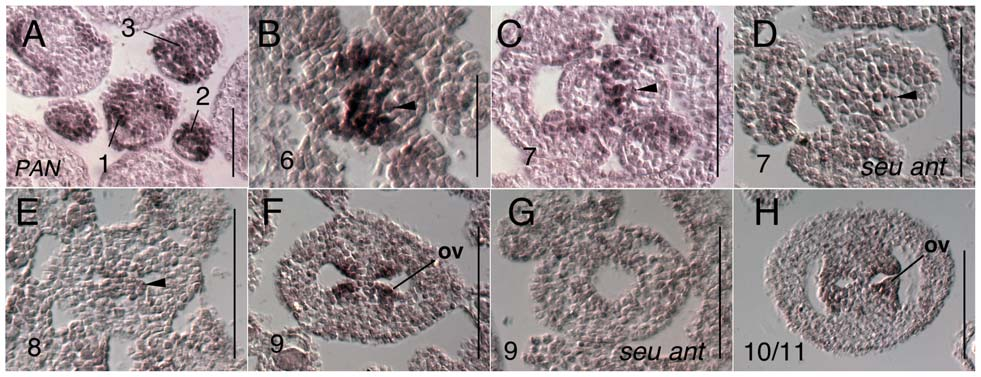
Results of *in situ* hybridization with *PAN* antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression. ov - ovule; Scale bars in all panels are 100 microns, except for panel B - scale bar is 50 microns. All panels are Col-0 wild type tissue except as otherwise noted.

Expression of *AtGRF5* (*AT3G13960*) has been previously reported as strongly expressed in actively growing tissues but only weakly detected in mature tissues suggesting a role in regulation of cellular proliferation [53]. Analysis of a *GRF5:GUS* reporter line revealed expression within the proximal half of the young leaf primordia, a domain with a high proportion of actively dividing cells, however a detailed description of the expression within the flower was not reported [54]. We detected expression of *AtGRF5* (*AT3G13960*) in stage 1 floral primordia, and in a line that marks the boundary between later stage floral primordia and the inflorescence meristem (Fig. 9A). Expression was not detected in floral stage 2 meristems, nor in the inflorescence meristem. Expression was again detected in stage 3 floral meristems in the sepal primordia and then in stamen and petal primordia as they arise during stage 5 (data not shown). Within the gynoecium expression is detected during stage 6 and 7 in the marginal portion of the gynoecium, most strongly detected in abaxial portions of the margin (Fig. 9C and D). During stage 8 *AtGRF5* is detected in a somewhat punctate pattern throughout the gynoecial primordia, but with highest expression within the medial portions (Fig. 9E). *GRF5* is also detected in the ovule primordia are they arise (Fig. 9G) and in subepidermal layers through at least stage 11 (Fig. 9H). Expression of *AtGRF5* in the *seu ant* double mutant tissue appeared to be slightly reduced in stage 1 and stage 3 floral meristems (Fig. 9B) and then strongly reduced within the later stage gynoecia (Fig. 9F)

**Figure 9:**
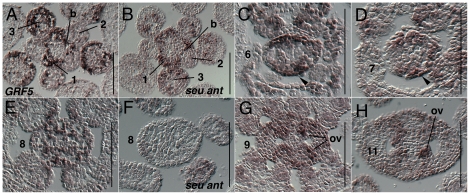
Results of *in situ* hybridization with *AtGRF5* (*AT3G13960*) antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression. ov - ovule; b - boundary region between floral meristem and inflorescence meristem. Scale bars in all panels are 100 microns. All panels are Col-0 wild type tissue except as otherwise noted.

The expression of *EXCESS MICROSPOROCYTES* (*EMS*) (also named *EXTRA SPOROGENOUS CELLS*) has been previously reported during stamen development [56], [57]. During stage 6 *EMS* is expressed weakly throughout whorls 3 and 4 (data not shown). During stage 7 and early stage 8 *EMS* is expressed throughout the gynoecium, but expression levels are slightly higher in medial domain particularly in the apical region (Fig. 10B, C, D). During stage 8 and 9, expression is evident in ovule anlagen and primordia as they form (Fig. 10E). Expression continues in the ovule primordia in the nucellar and chalazal domains during megaspore mother cell stage and as integuments arise (Fig. 10F).

**Figure 10:**
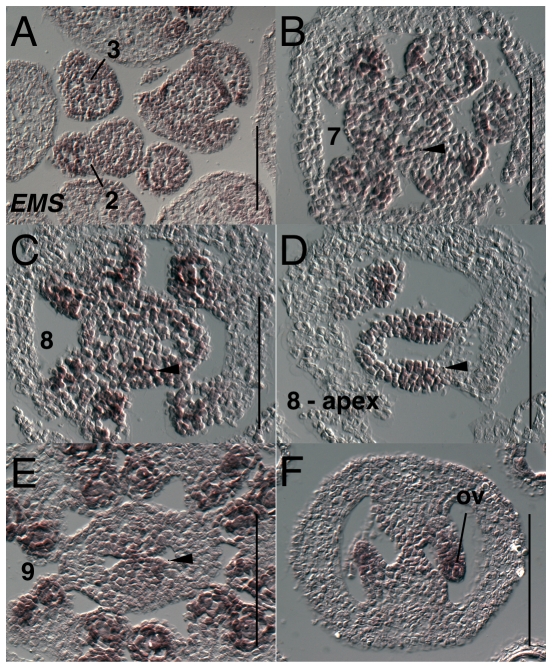
Results of *in situ* hybridization with *EMS* antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. ov - ovule; Scale bars in all panels are 100 microns. All panels are Col-0 wild type tissue.

We detected strong *LEAFY* (*LFY)* expression in the stage 1–3 floral primordia as previously reported (Fig. 11A) [58]. In the *seu ant* double mutant tissue expression of *LFY* in the floral stages 1–3 appeared reduced relative to wild type levels (Fig. 11B). During floral stages 4 and 5 *LFY* is expressed strongly in the petal and stamen primordia as they arise, but only weakly detected in the central floral dome (data not shown). During floral stages 6 and 7 *LFY* expression is strongly detected in the adaxial core of the gynoecium and within the medial domain at the apex (Fig. 11C and D). Expression of *LFY* in the stage 6 *seu ant* gynoecia was very reduced relative to wild type levels (Fig. 11E). In early stage 8 wild type tissue *LFY* expression is detectable in the early ovule primordia (Fig. 11 F).

**Figure 11:**
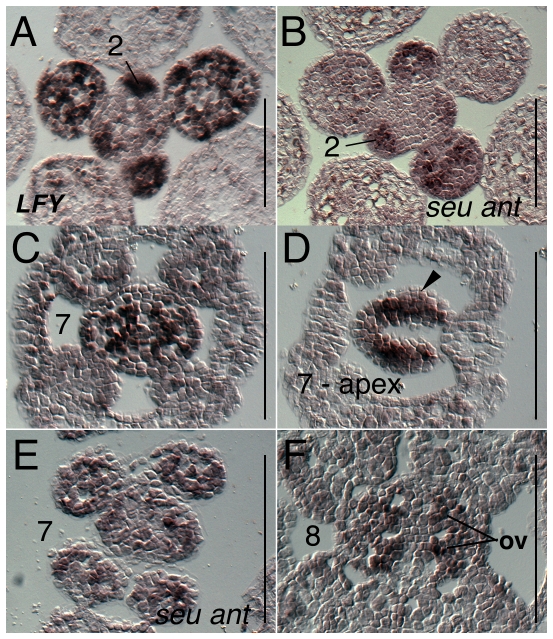
Results of *in situ* hybridization with *LFY* antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression. ov - ovule; Scale bars in all panels are 100 microns. All panels are Col-0 wild type tissue except as marked.

### Other Approach II candidate genes are expressed outside the medial gynoecial domain

Several of the Approach II candidate genes that we assayed by *in situ* hybridization displayed preferential expression within the gynoecial valve domains or expression in both the medial and valve/lateral domains. These data suggest that the effects of the loss of *SEU* and *ANT* on gynoecial development are not specific for the medial domain, but rather alterations of gene regulation occur in both the medial and lateral domains in the *seu ant* double mutants.

*YABBY3* (*YAB3*) (*At4g00180*) expression has been previously reported as expressed within the abaxial portions of all lateral organs derived from both the apical and floral meristems [59]. Expression of *YAB3* is seen in the abaxial valve domains within the gynoecium during stages 6 through 9 (Fig. 12). Expression is fairly weak in the stage 6 gynoecia and becomes stronger in stages 7 and 8 (Fig. 12 A–C). *YAB3* expression in not detected within the medial portions of the gynoecium. Expression in the stage 8 *seu ant* double mutant gynoecium is very reduced or undetectable (Fig. 12D).

**Figure 12:**
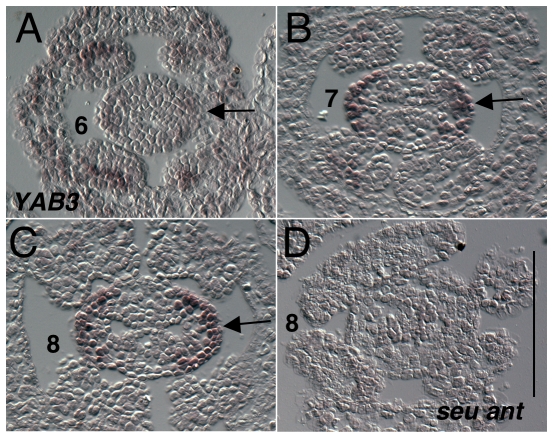
Results of *in situ* hybridization with *YAB3 (At4g00180)* antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Scale bar in D represents 100 microns for all panels. Arrows indicate abaxial valve domain expression. All panels are Col-0 wild type tissue unless otherwise marked.

*BELL-LIKE HOMEODOMAIN 11 (BLH11)* (*AT1G75430)* expression was detected weakly in the inflorescence meristem and stage 1 and 2 floral meristems (data not shown). Expression is more strongly detected in sepal primordia during stages 3 and 4 and in stamen and petal primordia during stage 5 (data not shown). Within the gynoecium expression is detected at stage 6 throughout the primordium, but at higher levels in the valve domains. Expression during stage 7 and 8 is predominantly within the valve domains, but is detected within both valve and medial domains at the gynoecial apex (Fig. 13B, C, and D). Expression is detected in young ovule primordia during stage 8 and 9 (Fig. 13E.) and continues to be detected in nucellar portions of the ovule through stage 11 (data not shown).

**Figure 13:**
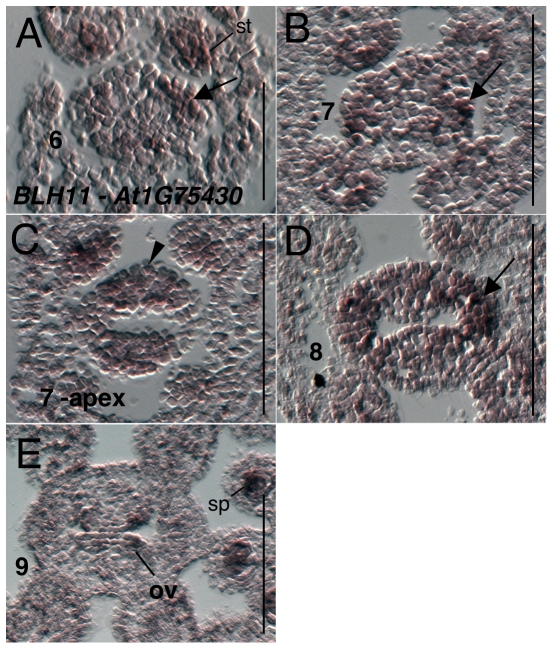
Results of *in situ* hybridization with *BLH11* (*AT1G75430*) antisense probe. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Arrowheads indicate medial domain expression. Arrows indicate valve domain expression. ov - ovule; sp - microsporogenic cells. Scale bars in all panels are 100 microns except for panel A where scale bar is 50 microns. All panels are Col-0 wild type tissue.

*UGT84A2* (*At3G21560)* is expressed within the inflorescence meristem and stage 1 and 2 floral meristems, chiefly in the L1 cell layer (Fig. 14H). In stage 3 floral meristems *UGT84A2* is strongly expressed in the L1 epidermal cells of the sepals (Fig. 14H). Within the stage 7 gynoecia UGT84A2 expression is detected most strongly in the abaxial portions of the valve domains (Fig. 14A and B). However at the apex of the gynoecium expression is detected in the L1 layer in both medial and lateral/valve domains (Fig. 14 C). During stage 8 expression was detected in the L1 epidermis of the valve domains in both abaxial and adaxial positions (Fig. 14G). Expression in the *seu ant* double mutant tissue was slightly reduced in the inflorescence meristem and young floral buds and strongly reduced in the stage 7 and 8 gynoecia (Fig. 14D, E, F, I).

**Figure 14:**
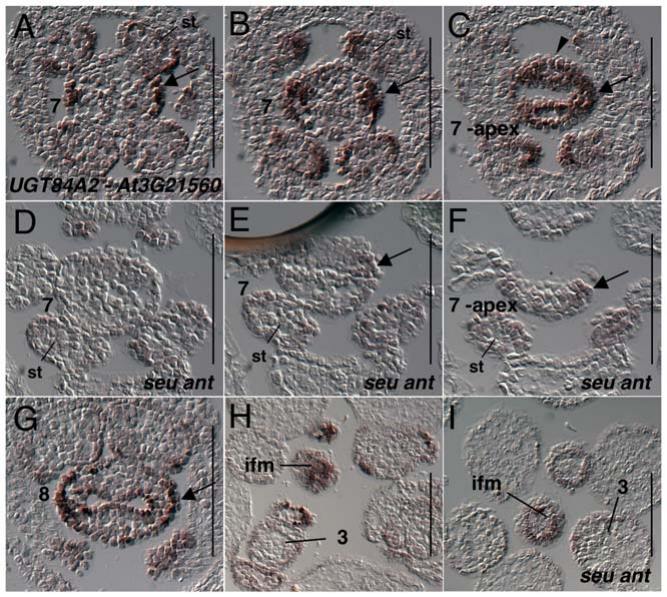
Results of *in situ* hybridization with *UGT84A2 (At3G21560)* antisense probe. Panels A, B, and C as well as panels D, E and F are consecutive serial sections. The section in panel A was located 16 microns basal to the section in panel C and section in panel D was 16 microns basal to the section in panel F. Numbers indicate floral stages. All panels show transverse (cross sectional) tissue orientation. Scale bars are 100 microns in all panels. Arrowheads indicate medial domain expression. Arrows indicate valve domain expression. All panels are Col-0 wild type tissue unless otherwise marked. ifm - inflorescence meristem.

The gene *At1G68780* is annotated as a member of the RNase inhibitor-like superfamily containing multiple leucine rich repeat InterPro domains (InterPro:IPR001611) [60]. Expression of *At1G68780* was detected weakly throughout the inflorescence meristem and floral stages 1–2 (Fig. 15A). During floral stage 3 expression was strongly detected within the sepal primordia. During floral stages 6 through 8, *At1G68780* is most strongly detected in apical portions of the gynoecium throughout both medial and lateral domains (Figs. 15B through 15D). Gynoecial expression was significantly reduced in the stage 7 *seu ant* double mutant gynoecia. Expression was detected in wild type flowers throughout petal development during floral stages 5 through 12 (Figs. 15B, C, G and data not shown). Expression within the petals was reduced in the *ant* single mutant relative to wild type at stage 11 (Fig. 15H).

**Figure 15:**
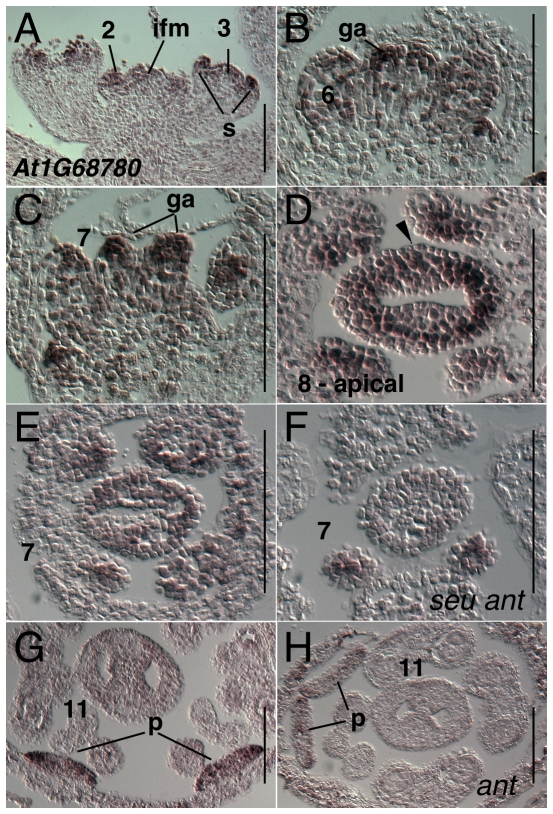
Results of *in situ* hybridization with *At1G68780* antisense probe. Panels A–C show longitudinal tissue sections; panels D-H show transverse (cross) sections. Numbers indicate floral stages. Arrowhead indicates medial domain expression. s - sepal primordia; p - petal primordia; ga - gynoecial apex; ifm - inflorescence meristem. Scale bars in all panels are 100 microns. All panels are Col-0 wild type except as noted.

## Discussion

Here we report the transcriptomic signature of the *seu ant* double mutant gynoecium relative to wild type and single mutant gynoecia in an effort to characterize both the set of genes important for CMM development and those that are synergistically regulated by the coordinated activities of the *SEU* and *ANT* transcriptional regulators. We have identified a diverse set of transcripts displaying altered expression levels in the *seu ant* double mutant tissues. The analysis of the set of genes displaying reduced accumulation in the *seu ant* double mutant tissue indicates a preponderance of transcriptional regulators including multiple members of the *REPRODUCTIVE MERISTEMS* (*REM)* and *GROWTH-REGULATING FACTOR* (*AtGRF)* families. Our *in situ* hybridization analyses indicate that many of these genes are preferentially expressed within the medial domain of the wild type gynoecia further suggesting a role for these genes during CMM development.

### *GROWTH-REGULATING FACTOR (AtGRF)* family

Members of the *AtGRF* gene family encode proteins with a conserved QLQ domain that functions as a protein/protein interaction domain and a conserved WRC domain that functions as a nuclear localization signal and contains a putative DNA binding C_3_H motif. *AtGRF1*, *AtGRF2*, *AtGRF3* and *AtGRF5* have been shown to regulate growth and development of leaves, cotyledons and floral organs [52], [53], [54]. Over-expression of members of this gene family result in wider leaves and petals while *AtGRF5* single mutants and *AtGRF*1,2,3 triple mutants display narrower leaves and petals. The phenotypic effects of the loss of function of *AtGRF1,2,3* and *AtGRF5* are enhanced by mutations in *GRF-INTERACTING FACTOR1* (*AtGIF1*) [52], [54]. *AtGIF1* encodes a transcriptional co-regulator that physically interacts with members of the *AtGRF* family. The *AtGIF* and *AtGRF* family members are thus likely to support cell proliferation required for the lateral (laminal) expansion of the leaf blade. Additionally, mutations in *AtGIF1* reduce female fertility and this effect was enhanced as the dosage of wild type *GRF* family members was reduced in the *gif1* mutant background [52]. Recently, it has been observed that an *AtGIF* triple mutant, *gif1 gif2 gif3*, develops unfused gynoecia, that lack replum and septal tissues, and contain fewer ovules ([61]; personal communication J. H. Kim) These results support a role for *AtGIF1* and *AtGRF* family members in female reproductive development.

### *REPRODUCTIVE MERISTEMS (REM)* family

A function has been determined for two of the *REM* family transcriptional regulators. *VERDANDI* (*VDD)* is required for female gametophyte development while *VERNALIZATION1* (*VRN1)* is required for the maintenance of the vernalization response [41], [62]. Although *VDD* is expressed within the medial gynoecial domain and was identified in our transcriptomics analysis as a potential regulator of CMM development, *VDD-RNAi* constructs do not disrupt CMM development [41]. Mutations in *At4G31610* (*REM34* - previously *AtREM1*) and *At3G17010* (*REM22*) do not condition obvious developmental defects [42], [63]. Our unpublished analysis of loss-of-function alleles of *At3G53310* (*REM16*) and *At3G19184* (*REM1*) also failed to detect developmental defects. Given the strong expression of several members of the *REM* family during early CMM development, it is possible that *REM* family members share a redundant function that may be revealed in the analysis of higher order mutant combinations.

### Characterization of the transcriptional hierarchies required for CMM development

Although *in situ* hybridization is only a semi-quantitative technique, in most cases the reductions in gene expression in the single and double mutants that were detected in the ATH1 microarray and qRT PCR analyses were confirmed in our *in situ* hybridization experiments. The *in situ* hybridization technique is advantageous in that it allows a finer spatial and temporal characterization of the expression differences between the genotypes. In many cases, our *in situ* hybridization experiments revealed a reduction in gene expression of a candidate gene before an alteration in gynoecial or ovule morphology was apparent in the mutant tissue. In these cases it is unlikely that the reduction of transcript level is simply due to a loss of the tissue in the mutant. However, the data we present here cannot distinguish between direct and indirect transcriptional targets of *SEU* and *ANT* regulation and thus our ability to define the transcriptional hierarchy of CMM development is limited at this time. Future analyses aimed to identify direct transcriptional targets of *SEU* and *ANT* regulation through chromatin-immunoprecipitation or glucocorticoid-inducible activities will help to identify the subset of candidates listed here that are directly regulated by *SEU* and *ANT*. These analyses will help to better delineate the levels of the transcriptional hierarchy required for CMM development and may illuminate the mechanistic basis for the synergistic genetic interaction between *seu* and *ant* mutants during CMM development. Synergistic genetic interactions are commonly observed in animal, plant and fungal systems and yet the mechanistic basis for the synergistic effect typically is poorly understood.

### *SEUSS* may mediate the action of MADS domain-containing protein complexes required for medial domain development

Interestingly, ten of the 31 Approach II candidate genes (including five of the seven *B3* candidate genes) have been previously identified by Gomez-Mena and colleagues as induced in response to the MADS domain-containing transcription factor *AG* [47]. Based on our ATH1 data and follow-up qRT-PCR (Table 3), the levels of *AG* transcript accumulation are not statistically different between the wild-type, *seu*, *ant,* or *seu ant* double mutant in the gynoecial samples. These data suggest that *SEU* and *ANT* do not alter the levels of *AG* accumulation in the CMM, but rather they may work in parallel to *AG* and/or might alter the ability of the AG protein to function. The *SEU* transcriptional adaptor is known to physically interact with dimers of MADS domain DNA-binding proteins (including AP1, SEP3, SVP, and AGL24) during the specification of floral organ identity [21], [29], [30], [31], [64]. We speculate that SEU may function in the developing gynoecium by mediating the action of MADS domain proteins (AG and others) and thus support the expression of a subset of the identified Approach II candidate genes. It is notable that both *VDD* and *REM16* (*AT3G53310*) are direct targets of the MADS protein SEEDSTICK (STK) [41].

### The medial apex of the gynoecium as a developmental domain

Our *in situ* analyses together with the work of other groups indicates that at least 16 of the 31 Approach II candidate genes are expressed preferentially within the medial gynoecial domain with respect to their gynoecial expression. The exact timing and position of expression within the medial domain varies between the candidates. Yet many of these genes similarly display strong expression within the apical-most portion of the medial gynoecial domain. These expression patterns suggest that the medial apex might be functionally distinct from other portions of the gynoecium as early as stage 6. The common expression pattern of many of these candidates suggests that gene regulation events within the apical medial domain of the gynoecium may be critical for the subsequent initiation of ovule primordia from the medial ridge tissues. In this scenario the maintenance of a particular transcriptional or cellular state within the medial apex would be required to maintain the meristematic potential of the medial domain during elongation of the gyneocial tube.

The medial apex of the stage 6 gynoecium is also marked by the expression of *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS1* (*TAA1*) [15], [45]. *TAA1* encodes a tryptophan aminotransferase required for the synthesis of auxin via the indole-3-pyruvic acid (IPA) branch of the auxin biosynthesis pathway [45], [65]. We previously demonstrated an enhanced sensitivity of the medial domain to the action of auxin transport inhibitors and suggested a model in which patterning along the medial-lateral axis of the gynoecium requires an auxin dependant signal [15]. 

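IAA18, a transcriptional repressor of auxin response, had a log2 change of -0.29 in seu (standard error 0.17), -0.62 in ant (standard error 0.17, limma adjusted p = 0.0576) and -1.74 in seu ant (standard error 0.17, n = 4 arrays per genotype, limma adjusted p = 1.87e-05). Another Aux/IAA gene, IAA30, fell by 2.42 in seu ant (standard error 0.19), and YUC4 fell by 1.63 (standard error 0.21), while YUC2 rose by 0.92 (standard error 0.28). Of the 5 measured genes of auxin synthesis, transport and response, 3 fell in seu ant, 1 rose and 1 did not pass the test (3 lower and 1 higher when adjusted over the list alone). Against the additive expectation all 5 were lower at an unadjusted p under 0.05 (5 when adjusted over the list alone). YUC2 and YUC6 were not below wild type in seu ant. Their mean log2 signals were 5.68 and 5.29 in wild type, 6.76 and 6.69 in seu, 6.76 and 6.03 in ant, and 6.60 and 5.91 in seu ant. For these genes the value reflects higher means in the single mutants that did not add up. In seu neither was called (limma adjusted p = 0.0688 for YUC2 and 0.169 for YUC6), and in ant only YUC2 was. IAA18 was chosen by the study for non-additivity on the same arrays. The list's set test gave camera adjusted p = 0.0287 for seu ant (adjusted p = 0.0682 with an estimated correlation) and 1.24e-05 for non-additivity (adjusted p = 0.00486 with an estimated correlation). TAA1 and LAX2 are not analysed here.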

Among the list of Approach II candidates, *TAA1* as well as *INDOLE-3-ACETIC ACID INDUCIBLE 18* (*IAA18*), *PINFORMED 1* (*PIN1*) and *LIKE AUXIN RESISTANT2* (*LAX2*) all are known to encode auxin synthesis, transport or response functions [66]. Additional experiments will be required to test the role of these genes during medial domain development.

### Non-cell autonomous functions during CMM development

Several of the Approach II candidate genes displaying reduced expression in the *seu ant* double mutant were not expressed specifically in the medial domain in wild type gynoecia, but rather displayed strong expression in valve domains (e.g. *YAB3, BLH11* and *UGT84A2*). 

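Against the additive expectation, YAB3 had a log2 value of -2.38 (standard error 0.54, n = 4 arrays per genotype, limma adjusted p = 0.027). YAB5, another YABBY gene, had 1.38 (standard error 0.42, limma adjusted p = 0.0737); its log2 change was -0.69 in seu, -0.85 in ant and -0.16 in seu ant, none of which was called. INO, which acts in the outer integument, was at the floor on 3 of 4 wild-type arrays and had a change of 0.41 in seu ant (standard error 0.40). Of the 4 measured YABBY genes, 2 fell in seu ant and 2 did not pass the test (2 lower when adjusted over the list alone). BLH11 and UGT84A2 are not analysed here.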

*YABBY* family members are expressed in abaxial portions of aerial lateral organs and support laminal expansion in response to the juxtaposition of abaxial and adaxial fates during organ growth [67]. The loss of CMM development in the *ant yab1 yab3* triple mutant indicates a role for *YABBY* genes during CMM development [18]. The *YABBY* genes likely exert a non-cell-autonomous effect on CMM development suggesting that interactions between the developing valve and medial domains may be important during early gynoecium development. Our transcriptomics data indicates that expression of *YABBY1/FILAMENTOUS FLOWER* (*AT2G45190*) is also significantly reduced (to 45% of wild type levels) in the *seu ant* double mutant (Table S9). However, *YABBY1/FILAMENTOUS FLOWER* did not make our list of Approach II candidates because it did not display a reduction in either of the single mutants.

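On the arrays, YAB1 stood at 41.7% of its wild-type level in seu ant (37.5% to 46.2% within 1 standard error, n = 4 arrays per genotype). This is a log2 change of -1.26 (standard error 0.15, limma adjusted p = 6.92e-05). Every seu ant array was below every wild-type array (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow).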

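The log2 change of YAB1 against wild type was -0.21 in seu (standard error 0.15, n = 4 arrays per genotype, limma adjusted p = 0.618) and -0.20 in ant (standard error 0.15, limma adjusted p = 0.524), so neither was called. In seu ant YAB1 lay below the additive expectation by a log2 value of -0.85 (standard error 0.21, limma adjusted p = 0.0371).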

The alterations of gene expression in the lateral domain of the *seu ant* double mutant point to a role for *SEU* and *ANT* function within the lateral domain. Although the most dramatic gynoecial defects in the *seu ant* double mutant are observed within the CMM and its derived structures, the size of the carpel valve, the overall floral size and plant height are also reduced in the *seu ant* double mutant indicating that the loss of *SEU* and *ANT* activity alters more than just medial domain development [12]. The enhanced effect of the *seu ant* double mutant on CMM development may reflect an enhanced sensitivity of the medial domain to the loss of *SEU* and *ANT* activities.

## Methods

### Transcriptomics data analysis

Whole inflorescences were fixed in ice cold 100% ethanol overnight and then stored for up to one week in 100% ethanol before hand-dissection of gynoecia from floral stages 8–10 under a dissecting scope. RNA was isolated from staged gynoecia using the RNeasy Plant Mini Kit from Qiagen. Linear amplification, labeling, and fragmenting of the cDNA was carried out according to GeneChip 3′ IVT Express Kit instructions from Affymetrix. The initial 25 ng of total RNA was amplified to approximately 11 to 15 micrograms of fragmented and labeled aRNA. Affymetrix ATH1 microarrays were hybridized by Expression Analysis (Durham, NC). Probe intensity data was imported into JMP Genomics 4.1 (SAS, Cary, NC). The CEL or intensity files for each array were compared with a distribution analysis for similarity of the arrays. After visual inspection, none of our arrays was excluded. The data for the arrays was normalized using the Loess Model of Normalization. The probe set values were then summarized by calculation of the mean for each probe set.

Two analyses were run on our data. The first was a simple 1-way ANOVA by genotype. This method identified genes with expression levels that were statically different from that of the mean of the expression values. Class variables were specified as the genotype and the genotype was modeled as a fixed effect. The data was not compared to any baseline, but the LSMeans were run for simple differences of genotype using pFDR for the multiple testing method with an alpha of 0.05. Additionally we required that log2 of the magnitude of the expression level difference between the compared genotype means was greater than 0.35. The fixation method for the data points with large residuals was set as the False Positive Rate and the LSMeans standardization rate was set for Standard Deviation. The second analysis method (Approach II) was directed at detecting genes whose expression was synergistically affected in the *seu ant* double. The null hypothesis tested here was that the value for the *seu ant* double was equal to that of the addition of the *seu* value with the *ant* value. We then accepted all values for the *seu ant* double that were statistically different from the additive estimate. This analysis was done in JMP Genomics using the estimate builder feature. Results of the ANOVA and the calculated statistical significance of non-additivity estimates from the estimate builder function for all 22,810 probe sets are reported in Table S14. We then applied a second criterion to this list by requiring that the mean expression in the *seu* or *ant* single mutant was significantly lower than the wild type mean expression level (by ANOVA). This reduced the list of Approach II candidates to 31 genes (See Table 1). Gene lists were moved to virtual plant [68] to convert Affymetrix probe set IDs to AT gene identifiers and to generate intersection and union sets. GO TERM enrichment analysis was carried out using ChipEnrich [69]. Chip Enrich selects for p<0.001 hypergeometric probability without correcting for multiple testing. The ChipEnrich program also returned statistically overrepresented DNA binding motifs in a 1 kilobase region 5′ to the annotated ATG of the genes in the set and overrepresented transcription factor gene families. ATH1 data sets have been submitted to the Gene Expression Omnibus (GEO) database [70] (series record GSE30492) and the Array Express database [http://www.ebi.ac.uk/arrayexpress/] with experiment number (E-MEXP-3293).

### Quantitative Real time RT PCR and in situ hybridization analysis of candidate gene expression

For analysis of transcript abundances, RNA from stage 8–10 gynoecia isolated for microarray analysis (pre-amplification) was used. cDNA synthesis and qRT-PCR were performed as previously described [12], except we used the SuperScript III First-Strand Synthesis System (Invitrogen) to generate cDNA and the cDNA was diluted 1:4 for qRT-PCR analysis. A single qRT-PCR experiment assayed four biological replicates each of wild type, *seu*, *ant*, and *seu ant* genotypes. Each biological replicate was assayed in triplicate. Results in Tables 2 and 3 are the mean expression of the indicated gene normalized to the expression level of *ADENOSINE PHOSPHORIBOSYL TRANSFERASE1* (*APT1*, At1g27450). Results shown are the average expression normalized to *APT1* and the standard error of the mean for four biological replicates. 

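On the arrays, TUB6, a tubulin gene, had a log2 change against wild type of 0.19 in seu (standard error 0.08, n = 4 arrays per genotype, limma adjusted p = 0.342) and 0.09 in ant (standard error 0.08, limma adjusted p = 0.606). In seu ant it was 0.27 (standard error 0.08, limma adjusted p = 0.0336), below the size of 0.35 needed for a call; with each array centred on its median it was 0.35 and passed. APT1 and G6PD3 are not analysed here.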

*APT1* was shown to be unaffected by genotype in our gynoecial RNA samples by comparison of *APT1* expression levels with two other standards (*TUB6*; *AT5G12250* and *G6PD3*; *AT1G24280*) across the four genotypes. Statistical analysis of one way ANOVA was conducted in JMP8 (SAS Institute Incorporated, Cary NC.) using a Tukey-Kramer HSD test and a p value cutoff of 0.05. Sequences of the oligonucleotides used for qRT-PCR analysis are described in Table S13. The *in situ* hybridizations were carried out as reported previously [21] with the following modifications: acetic anhydride and RNase treatment steps were omitted. A detailed protocol is available at http://www4.ncsu.edu/~rgfranks/research/protocols.html.

## Supporting Information

Table S1 Genes under-expressed (reduced accumulation) in the *seu* single mutant via one way ANOVA.
(XLS)

Table S2 Genes over-expressed (increased accumulation) in the seu single mutant via one way ANOVA.
(XLS)

Table S3 Genes under-expressed (reduced accumulation) in the *ant* single mutant via one way ANOVA.
(XLS)

Table S4 Genes over-expressed (increased accumulation) in the *ant* single mutant via one way ANOVA.
(XLS)

Table S5 Over-represented GO categories for gene set displaying reduced expressed in the *seu* single mutant.
(XLS)

Table S6 Over-represented GO categories for gene set over expressed in the *seu* single mutant.
(XLS)

Table S7 Over-represented GO categories for gene set displaying reduced expressed in the *ant* single mutant.
(XLS)

Table S8 Over-represented GO categories for gene set over expressed in the *ant* single mutant.
(XLS)

Table S9 Genes under-expressed (reduced accumulation) in the *seu ant* double mutant via one way ANOVA.
(XLS)

Table S10 Genes over-expressed in the *seu ant* double mutant via one way ANOVA.
(XLS)

Table S11 Over-represented GO categories for gene set displaying reduced expressed in the *seu ant* double mutant.
(XLS)

Table S12 Over-represented GO categories for gene set over expressed in the *seu ant* double mutant.
(XLS)

Table S13 Sequences of oligonucleotides used for qRT PCR analysis of candidate gene expression.
(XLS)

Table S14 Output from JMP Genomics (SAS) ANOVA analysis with values for estimate builder (non-additivity) model for double mutant.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

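Gynoecia of floral stages 8 to 10 from 4 genotypes (Col-0 wild type, seu-3, ant-1 and the seu-3 ant-1 double mutant) were analysed on 16 ATH1 arrays, 4 per genotype, each a pool of 15 to 25 gynoecia. Samples were mapped to genotypes from their labels. The deposited values are intensities on a linear scale: the authors made them with MAS5, which the submitters' processing notes name, and scaled each array to a common trimmed mean. The authors' software version is not given in the sources used here. The authors' own tests used loess-normalized log2 values in JMP Genomics, a normalization whose inputs are not used here.

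From the deposited signal, the 64 AFFX control probe sets were left out, values under 16 were set to 16 and log2 was taken. The remaining 22746 probe sets were fitted in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with 1 mean per genotype and empirical Bayes moderation; figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Calls need a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference over 0.35. Non-additivity was called at an unadjusted p under 0.05. Approach I compared seu ant with the mean of the 4 genotype means. Approach II took probe sets lower in seu or ant and lower than additive in seu ant. The 567 probe sets at the floor on all arrays have no spread and were kept in the fit, whose prior degrees of freedom were 1.04. On simulated data with 100 probe sets changed by 1 log2 unit, 87 were recovered for seu, 81 for ant and 82 for seu ant against wild type. Over the whole simulation, 8, 8 and 9 unchanged probe sets were called in these comparisons. For non-additivity, 91 were recovered and 1209 unchanged probe sets were called. The changed probe sets were all drawn from those above the 40th percentile of mean signal, and simulated values were not set to the floor. The recovery thus holds for brighter probe sets only, and no rate is given for dim probe sets or those at the floor.

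Gene names came from the platform annotation and the reference gene table for 13436 probe sets and from Table S14 for 343; the copy of Table S14 used here holds 1014 rows, fewer than the paper gives, so no overlap was tested on it. The copy of Table S3 holds fewer rows than the number in the text and was treated likewise. Where both sources name a probe set, 479 of 481 name the same gene. A gene with several probe sets was taken at its brightest. Several genes of the paper, the GRF family and the GO categories are not analysed here. The B3 set is made of the 4 subfamily lists, of which the ARF list has none of its 23 genes named here. A planned addition of genes with B3 in a reference name was not used, since those genes are not B3-domain genes.

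Genes named in the text are those the paper names, the 10 largest falls and rises per comparison among called genes whose arrays do not overlap those of wild type, and up to 4 members of each gene list with the largest changes; the paper's tables had been read when this rule was set. Gene lists with at least 5 measured members were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry. Called with the preset correlation in seu ant against wild type and kept with the estimated one were the Table 1, REM, RAV, IQ67 and Table 2 lists; the auxin list was not kept. The list of gynoecium and meristem regulators passed camera in no comparison; with fry it had adjusted p = 0.00869 in seu and 0.0176 in seu ant. The lists, designs and alternatives were fixed before the deposited values were examined, except 1 alternative and the tests named in the closing section. The paper's tables from the same arrays had been read by then, so the lists were not blind to its results. Table 1 and Table 2 were copied from the text of the paper by a program.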

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

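The tests of the brightness of the arrays in ant, of the array series and of the opposite effects called afresh were chosen only after the related result was seen. The 35 ways to split the 8 arrays of seu and wild type into 4 and 4 gave as many calls in 1 split, the real one, with 498 called and at most 5 in the others. For ant and wild type the real split was also the only 1 of 35 (1120 against at most 8), as for seu ant and wild type (4484 against at most 4). Of 100 drawn assignments of the 16 arrays to the genotypes, the real one included, 1 reached the 3331 calls of Approach I (highest other 353) and 1 the 4645 probe sets past the test of non-additivity (highest other 2811). Chance labelling of the arrays can be excluded for the calls against wild type and in Approach I at that number of splits. For non-additivity, each drawn assignment also moved the seu and ant arrays between genotypes. It stands for no genotype effect of any kind, so it cannot tell real single-mutant effects that add up from non-additivity. For the 56 Approach II candidates (highest other 0) and the B3 enrichment among them, with a -log10 p of 8.30 (highest other 0), these assignments decide nothing. Of the 99 others, 21 had any probe set lower in seu or ant, at most 4, so candidates could hardly arise. For the 17 set tests past camera's threshold with a preset correlation, 4 of 100 assignments did as well and the highest other gave 19, so such calls can be numerous under wrong labels too.

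A group of genes went down in ant against wild type and up in seu ant against seu. Among genes with 1 name and an adjusted p under 0.05 for the difference between these effects (a positive value means that the effect of ant was higher without SEU function), the difference was 2.60 for LEA18, 2.41 for AT5G67390, 2.29 for HPR, 2.23 for SHN3, 2.05 for AT3G47800, 2.04 for AT5G57345, 1.82 for AT1G49975, 1.81 for AT5G40500, 1.65 for AT5G51970, 1.64 for AT1G35420, 1.53 for AT3G22210, 1.46 for AT5G62350, 1.46 for ALDH2C4, 1.43 for AT1G33970, 1.42 for AT1G60010, 1.39 for TAPX, 1.37 for PSAN, 1.33 for AT2G42220, 1.29 for AT5G35100, 1.27 for AT3G48420, 1.17 for CHL, 1.11 for DPE1, 1.08 for AT3G51000, 1.00 for AT1G73650, 0.96 for AT2G45820, 0.93 for AT3G51730, 0.85 for AT1G03290 and 0.82 for AT2G26500. In the opposite direction it was -3.74 for SCPL32, -1.22 for AT5G66540, -1.15 for AT1G55690, -0.99 for AT4G26660 and -0.71 for AT2G34357. Over all probe sets, 48 fell in ant and rose in seu ant against seu and 8 did the opposite, while 136 fell and 116 rose in both. With each array centred on its median, 85.4% of the 48 kept both signs with a size over 0.35. This met the bound set in advance against brightness as the cause. The rule was made stricter after this was seen, because the 48 had been chosen for both signs, so kept signs alone were not taken to decide it. Called afresh after this centring, 22 fell and then rose and 43 did the opposite, and 20 of the 48 stayed called. With quantile normalization, 33 fell and then rose and 10 did the opposite, and 27 of the 48 stayed called. The pattern thus depends on the scaling, and the brightness of the arrays stays open as a cause. Of the probe sets chosen for both signs in 1 of the 2 series of arrays, 68.8% had both signs in the other series, which leaves open how much of the pattern depends on the series. That the effect of ant may depend on SEU for these genes is a hypothesis, found and tested on the same arrays.

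More probe sets were lower than higher in ant, but with each array centred on its median 20.3% of the calls were lower, so the direction of this excess may come from the brightness of the arrays; the lowest median signals were those of ant arrays 30 and 27. No biological explanation was tested.

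In some groups of 4 arrays 1 array lay apart from the others, measured as its gap to the nearest array over the whole range of the group. Of 108 groups looked at, 12 did so, where chance alone gives about 5.4. The share was 0.853 for the first principal component of the seu arrays (array 21). It was 1 for INO in wild type (36b), where the others are at the floor, and 0.981 for SEU in wild type (66), 0.853 for SEU in seu (21) and 0.857 for SEU in seu ant (7). It was 0.972 for IAA18 in seu (21), 0.849 for REM22 in wild type (36b), 0.944 for TUB6 in seu (61), 0.914 for TUB6 in ant (30), 0.909 for VDD in ant (30), 0.865 for AT5G48900 in seu (21) and 0.893 for AT5G48900 in ant (30).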

How the results depend on the processing

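The alternative that leaves out probe sets at the floor on all arrays was chosen after seeing the data; it kept each count within 1.5 times. No paired analysis was possible because the samples' labels carry no shared replicate number. With the 2 series of array numbers as a block, no count moved by more than 1.5 times and 342 of 346 values of named genes kept their side of the threshold; NGA3 and REM16 in seu and AT5G17080 in ant gained it (3), and AGL24 in seu ant lost it (1). The alternatives for the GRF genes, AG, the share of transcription factors, APT1 and G6PD3 were not run, because these are not named here. Signals at the floor limit what can be measured of dim genes. The cause was not tested where a value moved. With each array centred on its median, 130 probe sets were lower in seu, 314 lower and 1233 higher in ant, 3755 lower and 1548 higher than additive, and TUB6 in seu ant had 0.35 and passed. With the unmoderated p under the limit of Table S2, 1506 were lower and 1233 higher in seu ant than wild type. With no minimum size, 3062 were lower in Approach I. With sizes of 0.5 and 1.0, 174 were higher in seu, 105 higher in ant, 719 lower and 581 higher in Approach I, 1028 higher in seu ant than wild type, and 1263 lower and 919 higher than additive. With only the genotypes compared, 114 were lower and 119 higher in seu, and 239 lower and 151 higher in ant. Against each of the other 3 genotypes, Approach I gave 806 lower and 757 higher, and against their mean 2244 lower. With the additive model on the linear scale there were 19 Approach II candidates, 4 of them in Table 1. With an adjusted p for non-additivity, 531 were lower and 632 higher than additive, and 20 were candidates. With a floor of 1, 422 were lower and 268 higher in ant, and 37 were candidates. With a floor of 64, the set tests gave adjusted p = 0.0175 for the IQ67 list in ant, 0.032 for the Table 2 list in ant and 0.711 for the IQ67 list in non-additivity, and IQD16 turned from -0.90 to 0.66 in non-additivity. With the wild-type arrays split between seu and ant, the correlation of their effects was 0.0186, 0.231, 0.261, 0.0973, 0.146 and 0.313.

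Without 1 array, the counts ranged from 112 to 223 lower and 162 to 306 higher in seu, 313 to 781 lower and 214 to 448 higher in ant, 1292 to 1569 lower and 1528 to 1941 higher in Approach I, 2126 to 2591 lower and 1642 to 1941 higher in seu ant, and 2091 to 2393 lower and 2108 to 2455 higher than additive. Approach II candidates ranged from 29 (without wild-type array 66) to 69, those in Table 1 from 5 (without wild-type array 40b or 66) to 12, and those of Table 1 in Approach I stayed at 16. The B3 enrichment had p from 1.52e-15 to 1.25e-05 and the correlation of effects 0.399 to 0.563. Lower in ant were 316 without wild-type array 36b, 405 without 40b, 355 without 66, 414 without ant array 27 and 313 without 30. YAB1 stayed between 36.9% and 44.7%. Of 5536 values of named genes without 1 array, 5310 kept their side of the threshold, 192 lost it and 34 gained it, and none turned direction (0).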

Differences from the paper's values

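The counts here use the size and threshold of the paper's methods on the deposited signals with another model. In seu, 208 probe sets were lower where the paper reports 120. Of 30 alternatives set before the data were examined, 12 come within 1.5 times of the paper's count. They are the unmoderated model, the floor of 1, the centring of arrays on their median and the fit of only the genotypes compared. The rest of the 12 are fits without 1 array. In ant, 690 were lower where the paper reports 219, and 4 of 30 alternatives come within 1.5 times: the centring, only the genotypes compared, and the fits without ant array 30 or wild-type array 36b. In ant, 430 were higher where the paper reports 241, and 11 of 30 alternatives come within 1.5 times. They are the unmoderated model, its p under the limit of Table S2, the floor of 1 and otherwise fits without 1 array. In Approach I, 1488 were lower and 1843 higher where the paper reports 210 and 128, and none of 31 alternatives comes within 1.5 times (0 of each). The titles of Tables S9 and S10, which hold those genes, name sizes of 0.5 and 1.0 in place of the 0.35 of the methods; at these sizes 719 were lower and 581 higher here. Approach II gave 56 probe sets where the paper reports 31 genes, and 13 of 32 alternatives come within 1.5 times. They are the centring, the floor of 1, only the genotypes compared, the sizes of 0.5 and 1.0 and otherwise fits without 1 array.

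Log2 changes against wild type here were compared with the paper's values in Table S14 for the named genes that its copy holds. The error was taken as a multiple of the standard error of the fit here. Both values come from the same arrays, so this error measures spread between samples and not between ways of processing. Of 38 values compared, 21 lay within the error and 17 did not, which follow. The value was -3.96 for ARD3 in seu ant (the paper's is -2.09), -2.09 for AT4G14270 in ant (the paper's -1.47), 2.46 for AT5G12270 in seu (the paper's 1.30) and -3.51 for DYL1 in ant (the paper's -1.25). BAM5 had 2.11 in ant, 4.76 in seu and 6.51 in seu ant (the paper's 1.24, 3.52 and 5.17). No alternative setting brings these within the error. FH3 had 2.16 in seu and 3.99 in seu ant (the paper's 0.67 and 1.65); the floor of 64 closes the gap in seu only. KAN2 had -0.43 in seu and -0.18 in seu ant (the paper's -0.24 and -0.058); for seu ant the centring, quantile normalization and the fits without seu ant array 7 or wild-type array 40b close it, and none does for seu. KAN3 had -0.79 in seu ant (the paper's -0.32), closed without seu ant array 59. LEC2 was at the floor on all 4 wild-type arrays, so its 0.30 in ant is a lower bound (the paper's value is -6.66e-05). The floor of 64 and the fit without ant array 30 close this gap. TIP2;2 had 0.56 in seu and 1.05 in seu ant (the paper's 0.12 and 0.24); the floor of 64 closes both, and for seu so do the fits without seu array 21 or 33n or wild-type array 36b or 50. YAB5 had -0.85 in ant and -0.69 in seu (the paper's -0.10 and -0.10), both closed by the floor of 64.

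For the 16 genes of Table 1 named here, the seu ant change had the paper's sign in 16 and was larger in size in 16, by a median ratio of 1.91 (1.11 to 2.55). The value against the additive expectation had the paper's sign in 16. Of genes the paper lists, 49 of 63 named genes of Table S1, 75 of 94 of Table S2, 80 of 118 of Table S4, 115 of 116 of Table S9 and 62 of 62 of Table S10 were called in the same direction here, and 0 in the opposite one.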

Other observations

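Genes of other groups changed in seu ant too. Of 4 measured genes of DNA methylation and small RNA silencing, 3 fell and 1 rose against wild type in limma's test: chr31 fell by 2.14 on the log2 scale (standard error 0.21), CHR40 decreased by 1.19 (standard error 0.19) and VIM1 decreased by 0.49 (standard error 0.11), and CHR42 rose by 1.34 (standard error 0.38). Both probe sets of chr31 fell, the other with -2.50. Of 2 measured meiosis genes, SDS, a meiotic cyclin, fell by 1.54 (standard error 0.21), and ATSPO11-1 had -0.77 (standard error 0.27, limma adjusted p = 0.0562) and did not pass. AGL24, a MADS-box gene, was at the floor on all 4 wild-type arrays and at least 2.29-fold higher in seu ant (limma adjusted p = 0.0449), a call that was not kept with the 2 series of array numbers as a block. INO and SPL, of the ovule development list, had changes of 0.41 (standard error 0.40) and -0.68 (standard error 0.39) and did not pass the test. Of the SEU relatives, SLK1 had a change of -0.24 (standard error 0.19). LEC2, of the LAV subfamily, had 0.01 (standard error 0.15). It was at the floor on all 4 wild-type arrays and near it in seu ant, so a change could hardly be seen.

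The effects of seu and ant on all probe sets had a Pearson correlation of 0.474 across probe sets, which are not independent replicates. Unchanged genotypes against the same wild-type arrays gave 0.499 on average in 100 simulations. The covariance was 0.0691 and that of the simulations 0.0336, a difference of 0.0355. With the wild-type arrays divided between seu and ant, the correlation lay between 0.0186 and 0.313.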
